# The Mechanisms Underlying α-Amanitin Resistance in *Drosophila melanogaster*: A Microarray Analysis

**DOI:** 10.1371/journal.pone.0093489

**Published:** 2014-04-02

**Authors:** Chelsea L. Mitchell, Michael C. Saul, Liang Lei, Hairong Wei, Thomas Werner

## Abstract

The rapid evolution of toxin resistance in animals has important consequences for the ecology of species and our economy. Pesticide resistance in insects has been a subject of intensive study; however, very little is known about how *Drosophila* species became resistant to natural toxins with ecological relevance, such as α-amanitin that is produced in deadly poisonous mushrooms. Here we performed a microarray study to elucidate the genes, chromosomal loci, molecular functions, biological processes, and cellular components that contribute to the α-amanitin resistance phenotype in *Drosophila melanogaster*. We suggest that toxin entry blockage through the cuticle, phase I and II detoxification, sequestration in lipid particles, and proteolytic cleavage of α-amanitin contribute in concert to this quantitative trait. We speculate that the resistance to mushroom toxins in *D. melanogaster* and perhaps in mycophagous *Drosophila* species has evolved as cross-resistance to pesticides, other xenobiotic substances, or environmental stress factors.

## Introduction

How species respond to changes in their environment is a central question in biology. Insects and mammals deploy similar genes and detoxification mechanisms to defend against poisons that are present in their prey or in the environment. These include the avoidance of toxic parts of their diet, the excretion, sequestration, metabolic breakdown of the toxins, and mutations in the target proteins to avoid toxin binding [1]. Some of the most striking natural examples of toxin resistance are snake species that feed on poisonous amphibians [2], caterpillars that sequester plant alkaloids in their bodies to deter predators [1], and toxin-resistant soft-shell clams that store algal toxins in their bodies, causing paralytic shellfish poisoning in people who eat the clams [3]. Apart from these natural examples, the use of pesticides against insects has caused very rapidly evolving toxin resistance responses in many pest species [4]–[8], costing the US billions of dollars per year in crop damage and pesticide production [9].

Out of the vast number of eukaryotic organisms that live on our planet, a few dozen of mycophagous *Drosophila* species are able to breed in a variety of very toxic mushrooms, including the deadly poisonous species *Amanita phalloides* (Death Cap) and *Amanita virosa* (Destroying Angel). Among other toxins, these mushrooms contain α-amanitin as their principal toxin, which inhibits the function of RNA-polymerase II and thus brings all mRNA transcription to a halt [10]. These resistant *Drosophila* species can develop on α-amanitin-containing laboratory food [11], [12], showing that the resistance mechanism is not due to the avoidance of toxic parts of the mushrooms. Furthermore, the RNA-polymerase II of all tested mushroom-feeding *Drosophila* species is as sensitive to α-amanitin as it is in sensitive *Drosophila* species [13], showing that target mutations in the RNA polymerase II complex are not likely to confer resistance to mushroom toxins in mycophagous *Drosophila* species.

The model organism *D. melanogaster* is a non-mycophagous species; i.e., it does not use mushrooms as a natural diet. Thus, *D. melanogaster* should not encounter toxins in nature that are solely produced by mushrooms, such as α-amanitin. However, three Asian *D. melanogaster* strains that were collected in the 1960s in Taiwan (Ama-KTT), India (Ama-MI), and Malaysia (Ama-KLM) were shown to be one order of magnitude more resistant to α-amanitin than the sensitive wild-type strain Oregon-R [14]. In these three Asian strains, the resistance to α-amanitin was mapped to two dominantly acting loci: one situated on the left and one on the right arm of chromosome 3. Eighteen years later, a very similar phenomenon was described in a *D. melanogaster* stock collected in California. This stock showed an increased resistance to α-amanitin and surprisingly, the resistance was mapped to the seemingly same two loci on chromosome 3, as in the three Asian stocks. Even in the Californian stock, both loci acted in a dominant fashion [15]. The Californian study concluded with the identification of two candidate genes that might confer the resistance phenotype: *Multidrug resistance 65* (*Mdr65*) on the left arm and *Protein kinase C98E* (*Pkc98E*) on the right arm of chromosome 3. Because PKC98E can phosphorylate MDR proteins [16] and MDR proteins could potentially lead to the excretion of α-amanitin from cells, the question of how *D. melanogaster* evolved α-amanitin resistance appeared to be answered. Although the proposed scenario is simple and elegant, no conclusive evidence has been brought forward yet that demonstrates that any gene is required or necessary to confer resistance to α-amanitin. Thus, the genes that confer mushroom toxin resistance in *D. melanogaster* (and all mycophagous *Drosophila* species) remain elusive.

In this study, we conducted a whole-genome microarray analysis, using an isochromosome stock for chromosomes 2 and 3 of the original α-amanitin-resistant *D. melanogaster* stock Ama-KTT from Taiwan. We hypothesized that genes involved in the excretion, metabolic inactivation, and/or sequestration of α-amanitin will be identified in our microarray, which can pinpoint to the mechanisms responsible for the α-amanitin resistance phenotype. To our surprise, neither *Mdr* genes nor *Pkc98E* were among the up-regulated candidate genes. Instead, we identified genes of the phase I detoxification gene family *Cyp* (Cytochrome P450), and the phase II *Gst* (Glutathione-S-transferase) and *Ugt* (UDP glucuronosyl transferase) gene families, some of which (*Cyp6a2*, *Cyp12d1-d*, and *Cyp12d1-p*) were several hundred-fold constitutively up-regulated in the α-amanitin-resistant fly stock. In addition, we found evidence for the possible involvement of peptidases, lipid particles, cuticular proteins, the Mayor Royal Jelly Protein homolog Yellow, and Salivary Gland Secretion (Sgs) proteins, which could provide additional protection by cleaving or immobilizing α-amanitin, or by blocking its access to cells. Because *D. melanogaster* does not feed on mushrooms in nature and α-amanitin is solely found in mushrooms, we speculate that the resistance to α-amanitin has evolved as cross-resistance to pesticides or other environmental factors that the flies encountered before they were collected in Asia 45 years ago.

## Results

### Experimental Design

In two independent studies, a total of four *D. melanogaster* stocks from Asia and North America were shown to be resistant to the mushroom toxin α-amanitin [14], [15]. For each of these stocks, QTL mapping data suggested that the resistance was conferred by two dominantly acting loci on chromosome 3. Begun and Whitley identified the genes *Mdr65* and *Pkc98E* as possible candidates, with the notion that the resistance phenotype could be caused by a *cis*-regulatory change in the *Mdr65* gene [15]. In order to identify gene-regulatory changes on a whole-transcriptome scale in α-amanitin-resistant *D. melanogaster* larvae, we performed a microarray study. As starting material, we used the most resistant of the four described α-amanitin-resistant stocks, Ama-KTT [14]. Because the stock could have become heterozygous for the resistance-conferring loci during the past 45 years after being collected in the wild, we created the isochromosome stock Ama-KTT/M/2, which is isogenic for the Ama-KTT chromosomes 2 and 3. Our dose-response data show that the isochromosome stock Ama-KTT/M/2 (LC_50_ = 2.16 μg/g of food) is at least as resistant to α-amanitin as the original Ama-KTT stock (LC_50_ = 1.84 μg/g of food) (Figure 1), indicating that at least the majority of the α-amanitin resistance-conferring genes is located on the major autosomes. The multi-balancer stock that we used for the crosses to create the Ama-KTT/M/2 stock was very sensitive to α-amanitin (LC_50_ = 0.042 μg/g of food, data not shown).

**Figure 1:**
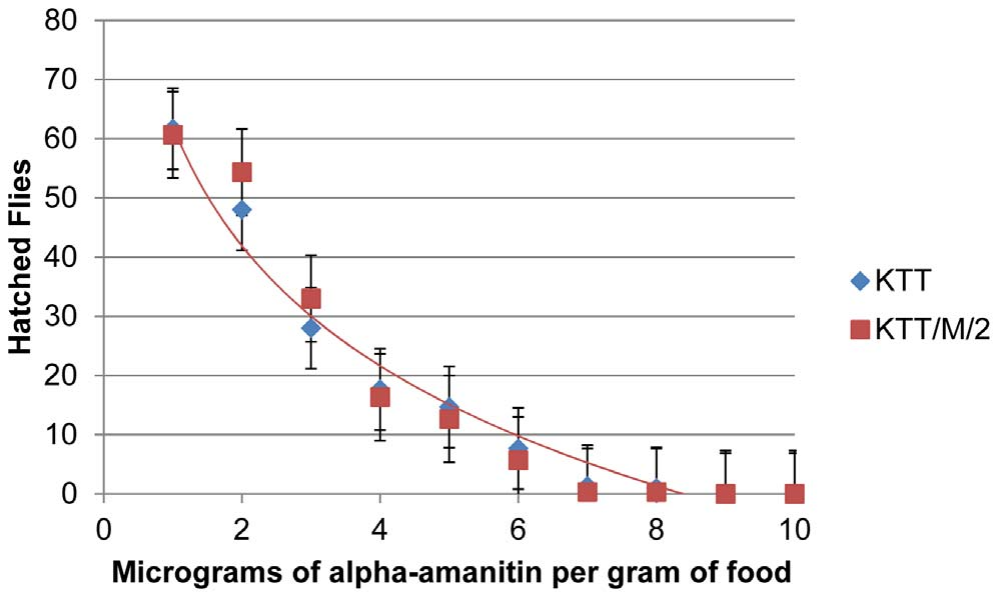
Ama-KTT/M/2 is not less resistant to α-amanitin than Ama-KTT. Ten first-instar larvae were placed on each α-amanitin concentration. The dose response curve shows the percentage of hatching flies. Error bars indicate the s.e.m. of three replicates.

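Gene expression was measured in whole, late third-instar larvae that were still feeding, in pools of 10 larvae with 1 array per pool. Group 1 was Canton-S, a laboratory wild-type stock that is sensitive to α-amanitin, on non-toxic food (5 pools). Group 2 was the resistant isochromosome stock Ama-KTT/M/2 on non-toxic food (5 pools), and group 3 was Ama-KTT/M/2 raised on food with 1.5 μg/g α-amanitin (6 pools), a toxin that binds RNA-polymerase II and blocks transcription. The sample labels give the dose as 1.5 mg/g, and the dose stated in the paper is used here. Because some larvae died and those on α-amanitin grew more slowly, the tubes of each group were started over 3 days, as many of each group on each day, and all larvae were picked at random across tubes on the same morning. Canton-S larvae on α-amanitin were not analysed here. The Affymetrix Drosophila Genome 2.0 array holds 18952 probe sets, each a group of short probes for a transcript, of which 183 are controls and were left out. The authors normalized the arrays by quantiles, adjusted for the mismatch probes and summarised each probe set with PLIER, so the deposited values are intensities on a linear scale that have already been normalized between arrays. The median intensity per array was 62.4 to 69.9 in Canton-S (median of the 5 arrays 65.3), 63.6 to 70.5 in Ama-KTT/M/2 on non-toxic food (median 66.7) and 66.5 to 72.9 in Ama-KTT/M/2 on α-amanitin (median 68.7). Between 19.3% and 22.9% of the probe sets of an array lay under 16, the value used as the floor. Across probe sets, the arrays of Canton-S correlated with each other at r = 0.984 to 0.993, those of Ama-KTT/M/2 on non-toxic food at 0.974 to 0.996 and those on α-amanitin at 0.973 to 0.995, while r between Canton-S and Ama-KTT/M/2 arrays was 0.929 to 0.970. For arrays, the number of pools limits the precision. All 16 arrays entered a single limma fit with 3 groups on log2(intensity + 16), and p-values were adjusted by Benjamini-Hochberg over 18769 probe sets. A probe set was called at an adjusted p under 0.05 and a fold change of at least 2 on the log2(intensity + 16) scale, which understates the change of dim genes. In the counts of a list, genes said not to have passed the test were not called: their adjusted p was 0.05 or more or their change under 2-fold. Where the mean of a group was under 16, the fold change is a lower bound on the ratio of mean intensities, the mean of the brighter group over 16. It is not a bound on the fitted log2 fold change, which it can exceed where the pools of the brighter group differ widely. No fold change is given when both means were under 16. Levels are given as mean intensity ± SD over pools. Gene lists were tested with limma's fry on the brightest probe set per gene; its p-value tests whether the genes of a list move, on balance, one way, and does not compare them with other genes. Beside it stands the p-value of limma's camera, which asks whether the genes of a list move more than the other genes do. Camera was run with a correlation between the genes of the list estimated from the data. The tests ask different questions, so the p-value of camera is not a corrected form of that of fry.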

We performed a whole-transcriptome gene expression microarray analysis to test what genes are differentially expressed in 1) a constitutive manner and 2) in response to α-amanitin. The complete set of differentially expressed genes (DEGs) can be found in Table S1. The isochromosome stock Ama-KTT/M/2 (LC_50_ = 2.16 μg/g of food) was used as the experimental stock and has a 77.1 times higher LC_50_ to α-amanitin than our sensitive control stock Canton-S (LC_50_ = 0.028 μg/g of food, data not shown). We compared three groups with each other: 1) Canton-S larvae on non-toxic food, 2) Ama-KTT/M/2 larvae on non-toxic food, and 3) Ama-KTT/M/2 larvae that were continuously raised from the first to the third instar on α-amanitin-containing food (at 1.5 μg/g of food, a concentration that is slightly below the LC_50_ of Ama-KTT/M/2). Groups 1 and 2 were prepared in 5, and group 3 in six biological replicates, each replicate consisting of ten larvae (Figure 2). We compared the gene expression profiles of fully-grown third-instar larvae that have not started wandering yet. For the data analysis, we focused on well-annotated genes that showed expression changes of at least 2-fold with a corrected p-value of less than 0.05. With the exception of the genome enrichment analysis and the gene *CG10226*, which is a putative *Mdr* gene, we generally excluded genes from our analysis that solely have a CG or CR gene annotation number.

**Figure 2:**
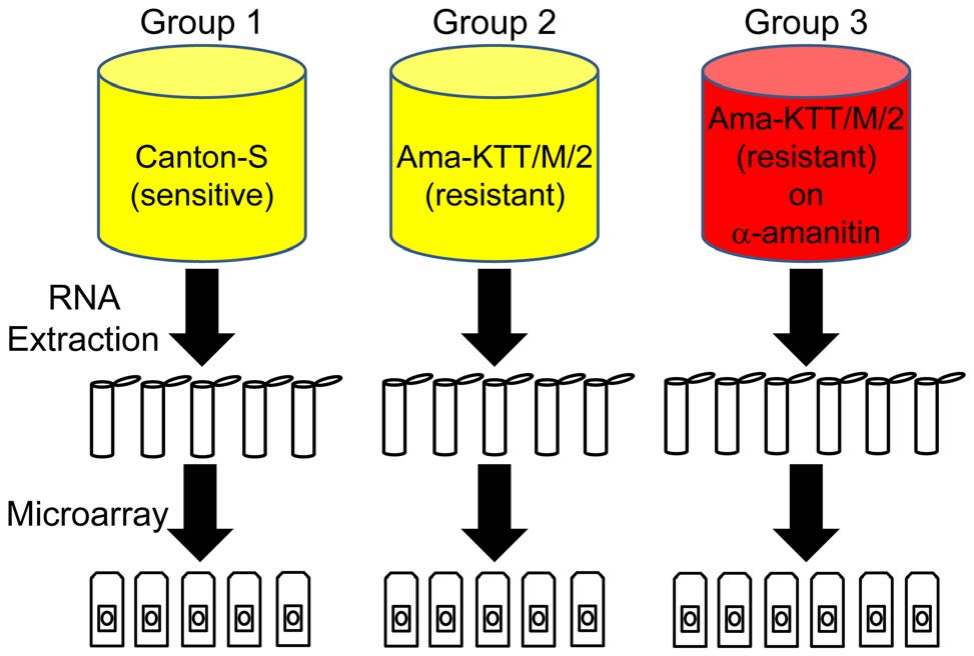
Graphical representation of the groups of larvae used for the microarray and qPCR analysis. Groups 1 and 2 (Canton-S and Ama-KTT/M/2) were not treated with α-amanitin, as symbolized by the yellow color. The larvae of group 3 (Ama-KTT/M/2) were treated with α-amanitin throughout their development, as indicated in red. Groups 1 and 2 were collected in five, and group 3 in six biological replicates (ten larvae in each replicate), as illustrated by the number of tubes and microarray chips.

### Genes Encoding Cytochrome P450s, GSTs, and UGTs Are Differentially Expressed in Ama-KTT/M/2

Assuming that gene-regulatory changes underlie α-amanitin resistance in the Ama-KTT/M/2 isochromosome stock, we expected to identify constitutive gene-expression changes in Ama-KTT/M/2 on non-toxic food, as compared to the sensitive control stock Canton-S on non-toxic food (group 2 versus group 1). We used the Plier normalization/summarization and the DEG methods to analyze our single gene microarray data. As a result, we identified 234 genes that were at least 2-fold significantly constitutively up-regulated in Ama-KTT/M/2 (Table S2). Out of these 234 genes, 20 (8.5%) are *Cyp*, *Gst*, and *Ugt* genes, which are all situated on chromosomes 2 and 3 (Table 1). 

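In Ama-KTT/M/2 on non-toxic food, 613 probe sets were at least 2-fold higher and 454 at least 2-fold lower than in Canton-S, including the probe sets of 271 higher and 161 lower genes with a name other than a CG or CR number. Outside the detoxification families, *Map205*, which encodes a microtubule-associated protein, reached 1906 ± 183 in Ama-KTT/M/2 against 0.487 ± 0.657 in Canton-S (SD, n = 5 pools each), at least 119-fold higher (adjusted p = 2.22e-20, limma). With a probe set so near background in Canton-S, a sequence variant under its probes was not told apart from a difference in expression. *Acbp2*, which encodes an acyl-CoA binding protein, was 92.9-fold higher (7819.8 ± 206 against 69.2 ± 14.1), *lectin-24A*, a C-type lectin gene, at least 51.4-fold higher and the thiol reductase gene *GILT2* 46-fold higher. Among the lower genes, the peroxiredoxin gene *Prx6c* was 85-fold lower (44.6 ± 7.08 against 5164 ± 851) and *Drsl2*, which encodes a drosomycin-like peptide, 34.7-fold lower. Of 69 genes for mitochondrial ribosomal proteins, 28 were at least 2-fold higher, none was lower and 41 were not called (the same counts when adjusted over the list alone), with a median log2 fold change of 0.97 (adjusted p = 4.27e-06 from limma's fry, adjusted p = 0.377 with an estimated correlation). Without the fold limit, all 69 were higher at an adjusted p under 0.05. Within this list *mRpL1* was 2.46-fold and *mRpL12* 2.43-fold higher. Of 36 ribosome biogenesis genes, 25 were at least 2-fold higher, none was at least 2-fold lower and 11 were not called, also when adjusted over the list alone (median 1.11, adjusted p = 1.57e-06 from limma's fry, adjusted p = 0.367 with an estimated correlation). Higher genes were, for example, *Surf6* (3.15-fold) and *Fib*, the gene of the nucleolar methyltransferase fibrillarin (2.78-fold). Without the fold limit, 33 of the 36 were higher and 1 was lower. Genes that are switched on late in the third instar were low in Ama-KTT/M/2 in the same comparison: of 12 salivary gland glue genes, 8 were lower, 1 (*ng4*) was higher and 3 did not pass the test, also when adjusted over the list alone (median -4.73, or -5.64 with genes under the floor at their bound, adjusted p = 0.0105 from limma's fry, adjusted p = 0.559 with an estimated correlation). Of 3 fat body storage protein genes, *Lsp2* was 159-fold lower and *Fbp2* at least 567-fold lower, 1 did not pass the test and 3 were lower when adjusted over the list alone (median -7.31, adjusted p = 6.62e-05 from limma's fry, adjusted p = 0.375 with an estimated correlation). Without replicate 5 of Ama-KTT/M/2 the log2 fold change of *Lsp2* was -8.31 in place of -7.31 and the median of the storage protein genes -8.22, and without Canton-S replicate 4 the median of the glue genes was -5.71. That Canton-S pool, the lowest of its group in glue genes, was the highest for the mitochondrial ribosomal protein genes (mean log2 value 9.20, others 8.85 to 9.15) and the ribosome biogenesis genes (8.56, others 8.11 to 8.33). With an offset of 64 in place of 16, 383 probe sets were higher and 266 lower; with an offset of 1, 823 were lower, and with a rank product test on ratios of means, 721 were lower.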

The three most highly up-regulated genes of this group were *Cyp6a2*, *Cyp12d1-d*, and *Cyp12d1-p*, which were between more than 300- to 197.3-fold constitutively up-regulated in the resistant stock. These three genes are expressed in the larval midgut and Malpighian tubules, which are potential detoxification organs [17]. 

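*Cyp6a2* and *Cyp12d1-d* encode cytochrome P450 monooxygenases and lie on the right arm of chromosome 2. The intensity of *Cyp6a2* was 5702 ± 297 (SD, n = 5 pools) in Ama-KTT/M/2 and 4.55 ± 2.67 (n = 5) in Canton-S on non-toxic food, at least 356-fold higher in the resistant stock (log2 fold change 8.13, standard error 0.08, adjusted p = 4.08e-20, limma). *Cyp12d1-d* reached 1563 ± 109 in Ama-KTT/M/2 and 5.58 ± 2.88 in Canton-S, at least 97.7-fold higher (log2 fold change 6.20, standard error 0.12, adjusted p = 2.71e-16). A further probe set matches both *Cyp12d1-d* and *Cyp12d1-p*, which the array does not tell apart there; it was at least 112-fold higher (1799 ± 128 against 9.12 ± 6.96, adjusted p = 1.11e-14). In Canton-S all of these means were under the floor of 16, so the fold changes are lower bounds and the probe sets cannot be ranked by them.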

Interestingly, *Cyp6a2* expression profiles are correlated with insecticide resistance [18]–[24], while CYP6A2 metabolizes insecticides in enzyme assays [19], [25]. *Cyp12d1* is also associated with insecticide resistance [22], [23], [26]–[31] and stress response [29]–[31]. Overexpression of *Cyp12d1* increases insecticide resistance [32], and CYP12D1 from the house fly metabolizes insecticides [33]. The remaining 17 detoxification genes identified in our microarray study were 38.9 - 2.1-fold up-regulated and are presented next in the order from the highest to lowest constitutive up-regulation in Ama-KTT/M/2: *Ugt36Bb*, *Ugt86Dd*, *GstD5*, *GstE1*, *GstE6*, *GstE5*, *Ugt36Bc*, *Cyp6a20*, *Ugt37c1*, *Ugt36Ba*, *Cyp4c3*, *Ugt37b1*,*Cyp6w1*, *Cyp305a1*, *Cyp49a1*, *GstD8*, and *GstE9*. Some of these genes are associated various phenotypes: *Ugt86Dd* and *Cyp6w1* (inducibility by the xenobiotic phenobarbital) [23], *GstD5* and *GstE1* (stress responses) [34], [35], *GstE5* (insecticide resistance) [36], *Cyp6a20* (aggressive behavior) [37]–[39], and *Cyp305a1* (ecdysteroid synthesis and lipid storage regulation) [40].

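Among the other detoxification genes, glutathione S-transferases (GSTs) attach glutathione to a compound and UDP-glucuronosyl transferases (UGTs) attach a sugar. *Ugt36Bb*, now called *Ugt37E1*, was at least 27.7-fold higher in Ama-KTT/M/2 (443 ± 89.2 against 11.4 ± 3.44 in Canton-S, SD, n = 5 pools each, adjusted p = 1.41e-12, limma). *Ugt86Dd*, now *Ugt35C1*, was 11.3-fold higher (1651 ± 173 against 132 ± 22.9, adjusted p = 2.81e-14). Of the *Gst* genes, *GstE1* was 9.86-fold, *GstD5* 9.23-fold, *GstE6* 8.29-fold, *GstE5* 6.48-fold and *GstE9* 2.09-fold higher, while *GstD8* (1.99-fold, adjusted p = 3.02e-06) did not reach the fold limit. Among the *Cyp* genes, *Cyp6a20* was 3.72-fold, *Cyp4c3* 2.46-fold, *Cyp6w1* 2.34-fold and *Cyp305a1* 2.21-fold higher, and *Cyp49a1* was at 1.99-fold (adjusted p = 1.09e-04), under the limit. *Ugt36Bc* (*Ugt37D1*, 6.95-fold), *Ugt37c1* (2.84-fold), *Ugt36Ba* (*Ugt37C2*, 2.83-fold) and *Ugt37b1* (2.5-fold) were higher as well. Over the whole list of 35 *Ugt* genes, 11 were at least 2-fold higher, 2 were lower and 22 were not called, also when adjusted over the list alone, with a median log2 fold change of 0.23 (adjusted p = 1.58e-07 from limma's fry, adjusted p = 0.591 with an estimated correlation). Without the fold limit, 18 were higher and 9 lower. The calls of *Cyp305a1* and *GstE9* are at the fold limit: *Cyp305a1* had a log2 fold change of 0.98 with an offset of 64, and *GstE9* one of 0.98 after another quantile normalization and 0.98 without Canton-S replicate 1.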

**Table 1:** Single gene analysis for Ama-KTT/M/2 versus Canton-S on no toxin (group 2 versus 1).

Gene Symbol	Chromosome	Fold Change	p-Value	FlyBase ID	Probe ID
*Cyp6a2*	2R	**>300**	0	FBgn0000473	1626401_at
*Cyp12d1-d*	2R	**280.1**	0	FBgn0053503	1639069_at
*Cyp12d1-d///Cyp12d1-p*	2R	**197.3**	0	FBgn0050489///FBgn0053503	1633401_s_at
*Ugt36Bb*	2L	**38.9**	0.00345	FBgn0040261	1625402_at
*yellow*	X	**14.7**	0.04477	FBgn0004034	1633285_at
*Ugt86Dd*	3R	**12.5**	0	FBgn0040256	1641481_at
*GstD5*	3R	**10.1**	0	FBgn0010041	1634152_at
*GstE1*	2R	**9.8**	0	FBgn0034335	1623256_at
*GstE6*	2R	**8.8**	0	FBgn0063494	1625744_at
*GstE5*	2R	**7.1**	0	FBgn0063495	1624732_at
*Ugt36Bc*	2L	**7.0**	0	FBgn0040260	1641191_s_at
*Cyp6a20*	2R	**4.7**	0.02639	FBgn0033980	1632021_at
*Ugt37c1*	2R	**2.9**	0.00200	FBgn0026754	1639299_at
*Ugt36Ba*	2L	**2.9**	0.00348	FBgn0040262	1629836_at
*Cyp4c3*	3R	**2.8**	0.02333	FBgn0015032	1636716_at
*Ugt37b1*	2L	**2.6**	0.00352	FBgn0026755	1640109_at
*Cyp6w1*	2R	**2.4**	0	FBgn0033065	1634143_at
*Cyp305a1*	3L	**2.3**	0.01461	FBgn0036910	1628584_at
*Cyp49a1*	2R	**2.1**	0.03070	FBgn0033524	1639901_a_at
*GstD8*	3R	**2.1**	0.03157	FBgn0010044	1634554_at
*GstE9*	2R	**2.1**	0	FBgn0063491	1628657_at
*Cyp12a4*	3R	**−2.1**	0	FBgn0038681	1632114_at
*Cyp304a1*	3R	**−2.1**	0.02226	FBgn0038095	1632451_at
*Cyp313a2*	3R	**−2.3**	0	FBgn0038006	1623727_at
*Cyp12e1*	3R	**−2.6**	0	FBgn0037817	1626022_at
*Cyp6t1*	X	**−2.7**	0.04340	FBgn0031182	1626689_at
*Cyp4ac2*	2L	**−2.7**	0	FBgn0031694	1623866_at
*Cyp4s3*	X	**−3.2**	0.00126	FBgn0030615	1636688_at
*Ugt86Dj*	3R	**−3.4**	0.02615	FBgn0040250	1634029_at
*Cyp4d2*	X	**−3.6**	0	FBgn0011576	1636793_at
*Cyp6a23*	2R	**−5.4**	0	FBgn0033978	1624101_at
*Cyp4ac3*	2L	**−6.1**	0	FBgn0031695	1638739_at
*Cyp4p2*	2R	**−6.5**	0.00137	FBgn0033395	1640566_at
*Cyp28d1*	2L	**−6.9**	0	FBgn0031689	1633639_at
*Cyp4d8*	3L	**−7.6**	0	FBgn0015033	1626198_at
*Cyp6a17*	2R	**−186.8**	0	FBgn0015714	1628052_at
*Mdr50*	2R	1.6	0.00648	FBgn0010241	1638775_at
*CG10226*	3L	1.4	0	FBgn0035695	1632500_at
*Mdr65*	3L	1.2	0	FBgn0004513	1631925_at
*Mdr49*	2R	1.1	0	FBgn0004512	1628659_at
*Pkc98E*	3R	−1.1	0.13512	FBgn0003093	1631059_at
*cnc*	3R	−1.2	0.00131	FBgn0000338	1633379_s_at
*Hr96*	3R	−1.6	0.00142	FBgn0015240	1639398_at

Type I and II detoxification, *Mdr*, and transcription factor genes with possible functions in detoxification processes are shown. The at least 2-fold differentially expressed genes are sorted by positive and negative fold-changes, followed by the genes that are not significantly differentially expressed. All p-values are corrected. The chromosomes, FlyBaseID, and probe ID numbers are presented.

We were curious to see if the constitutive up-regulation of detoxification genes is a specific characteristic for the α-amanitin-resistant stock Ama-KTT/M/2 or if there are other detoxification genes that show higher expression levels in Canton-S, as compared to Ama-KTT/M/2. Surprisingly, 15 *Cyp* and *Ugt* genes were between 2.1 and 186.8-fold lower expressed in the resistant stock Ama-KTT/M/2 than in Canton-S. From the lowest to highest expression difference, these genes are: *Cyp12a4*, *Cyp304a1*, *Cyp313a2*, *Cyp12e1*, *Cyp6t1*, *Cyp4ac2*, *Cyp4s3*, *Ugt86Dj*, *Cyp4d2*, *Cyp6a23*, *Cyp4ac3*, *Cyp4p2*, *Cyp28d1*, *Cyp4d8*, and *Cyp6a17* (Table 1). 

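The genes lower in Ama-KTT/M/2 on non-toxic food span a wide range. *Cyp6a17*, a cytochrome P450 gene linked to temperature preference, was 133-fold lower (37.1 ± 12.2 in Ama-KTT/M/2 against 6925 ± 1183 in Canton-S, SD, n = 5 pools each, adjusted p = 1.98e-15, limma), and its neighbour *Cyp6a23* 4.92-fold lower (adjusted p = 2.85e-10). *Cyp4d8* was 6.78-fold lower (71.4 ± 32.9 against 546 ± 82.1), *Cyp28d1* 5.96-fold, *Cyp4ac3* 5.39-fold and *Cyp4p2* 5.27-fold lower. Smaller differences were found for *Cyp4d2* (3.38-fold lower), *Cyp4s3* (2.99-fold), *Ugt86Dj* (now *Ugt304A1*, 2.65-fold), *Cyp12e1* (2.5-fold), *Cyp304a1* (2.32-fold), *Cyp6t1* (2.2-fold) and *Cyp12a4* (2.03-fold), with adjusted p-values from 1.16e-10 to 0.00616. *Cyp316a1* was lower too (8.81 ± 1.39 against 55 ± 14.2, at least 3.44-fold). *Cyp313a2* lay near the floor (10.8 ± 3.99 against 24.8 ± 4.21, at least 1.55-fold lower) and was not called, and *Cyp4ac2* had means under 16 in both stocks. With an offset of 64, the calls of *Cyp304a1*, *Cyp6t1*, *Cyp316a1* and *Ugt304A1* end at log2 fold changes of -0.90, -0.71, -0.70 and -0.88, and that of *Cyp12a4* ends just under the fold limit. The call of *Cyp12a4* also ends without Canton-S replicate 1 (-0.98) or, just short of the limit, replicate 2 of Ama-KTT/M/2, and that of *Cyp6t1* just short of the limit without replicate 1 of Ama-KTT/M/2.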

Correlative or functional data exists for *Cyp12a4* and *Cyp4p2* (insecticide resistance) [21], [41], *Cyp304a1* and *Cyp4d2* (methanol resistance) [42], and *Cyp6a17* (thermosensory behavior) [43].

### Genes Encoding Cytochrome P450s and GSTs Are Inducible by α-Amanitin

Our next question was what genes are inducible by α-amanitin in the resistant Ama-KTT/M/2 stock as compared to Ama-KTT/M/2 on non-toxic food (group 3 versus group 2). 

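Ama-KTT/M/2 larvae raised on α-amanitin differed from the same stock on non-toxic food at fewer probe sets than the stocks differed from each other: 344 were at least 2-fold higher and 208 at least 2-fold lower on α-amanitin, including the probe sets of 133 higher and 77 lower genes with a name other than a CG or CR number. *Lsp2*, which encodes a larval serum protein made in the fat body, was 135-fold higher on α-amanitin (11482 ± 4461, SD, n = 6 pools, against 260.4 ± 526, n = 5, adjusted p = 6.31e-06, limma), *Obp99b*, the gene of an odorant-binding protein, 30.8-fold and the cuticle protein gene *Cpr78E* 25.5-fold higher. The *Lsp2* value on non-toxic food rests on 1 pool: without replicate 5 of that group the fitted log2 fold change was 8.08 in place of 7.08, and that of *Obp99b* 5.61 in place of 4.94; without replicate 2 on α-amanitin that of *Cpr78E* was 5.53 in place of 4.67. *Muc96D*, a mucin gene, was 6.91-fold lower (502 ± 58.3 against 3563 ± 369.9, adjusted p = 2.92e-12), and the chitin-binding genes *obst-I* (4.77-fold) and *CG34282* (4.96-fold) were lower. The 3 genes for fat body storage proteins were all higher, also when adjusted over the list alone (median log2 fold change 6.74, or 7.46 at the bounds, adjusted p = 4.23e-05 from limma's fry, adjusted p = 0.381 with an estimated correlation; median 7.45 without replicate 2 on α-amanitin). None of the 69 genes for mitochondrial ribosomal proteins reached 2-fold, but 68 were lower at an adjusted p under 0.05 (median -0.59, adjusted p = 3.51e-04 from limma's fry, adjusted p = 0.418 with an estimated correlation), and of the 36 ribosome biogenesis genes 7 were lower and none higher, also when adjusted over the list alone (median -0.86, adjusted p = 2.35e-05 from limma's fry, adjusted p = 0.381 with an estimated correlation). *Nop56*, which encodes a nucleolar protein, was 2.14-fold lower. Replicate 2 on α-amanitin, the lowest pool of its group in glue and fat body genes, was the highest for both lists, with mean log2 values of 9.67 (others 8.99 to 9.45) and 8.70 (others 8.26 to 8.61). The higher count was 738 with an offset of 1, 195 with an offset of 64 and 708 with a rank product test on ratios of means; the lower count was 138 with an offset of 64 and 385 with the rank product test.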

We found that 143 genes were significantly inducible by α-amanitin (Table S3), eleven of which (7.7%) belong to the *Cyp* and *Gst* gene families (Table 2). *Cyp316a1* was the strongest inducible *Cyp* gene (11.8-fold) in the resistant stock Ama-KTT/M/2. However, when we compared resistant Ama-KTT/M/2 on toxic food to sensitive Canton S without toxin (group 3 versus group 1), *Cyp316a1* was only 1.9-fold (p = 0.0941, Table S1) more expressed in Ama-KTT/M/2 on toxic food, making the 11.8-fold induction within the Ama-KTT/M/2 stock less convincing. 

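*Cyp316a1*, a cytochrome P450 gene on the left arm of chromosome 3, had an intensity of 104 ± 14.3 (SD, n = 6 pools) in Ama-KTT/M/2 on α-amanitin, the highest of the 3 groups. On non-toxic food Ama-KTT/M/2 lay under the floor of 16, so the difference with toxin is at least 6.48-fold (log2 fold change 2.26, standard error 0.12, adjusted p = 1.28e-09, limma). Canton-S on non-toxic food lay between these groups, and Ama-KTT/M/2 on α-amanitin was 1.71-fold above it (log2 fold change 0.77, adjusted p = 9.82e-05), under the fold limit of 2.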

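On α-amanitin, the cytochrome P450 gene *Cyp6d2* was at 1303 ± 325 (SD, n = 6 pools) against 182 ± 28.5 on non-toxic food (n = 5), 6.58-fold higher (adjusted p = 1.23e-09, limma). *Cyp4d8* was 6.24-fold (504 ± 95.7 on toxin, adjusted p = 1.33e-07), *Cyp28d1* 5.61-fold (615 ± 144 on toxin), *Cyp6t1* 3.13-fold and *Cyp4d2* 2.36-fold higher. Of the glutathione S-transferase genes on the right arm of chromosome 3, *GstD3* was 3.33-fold (1301 ± 102 against 379 ± 22.8, adjusted p = 1.25e-10), *GstD6* 2.98-fold, *GstD9* 2.12-fold and *GstD10* 2.11-fold higher, while *GstD5* was lower, at under 2-fold (909 ± 206 against 1637 ± 203, log2 fold change -0.86, adjusted p = 9.83e-05). *Cyp4d14* reached 1.98-fold (1021 ± 243 against 499.8 ± 82.4, adjusted p = 1.41e-04), under the fold limit.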

The remaining ten *Cyp* and *Gst* that were up-regulated by α-amanitin in the resistant stock were induced between 7.2- and 2.0-fold and are listed in the order from highest to lowest induction: *Cyp6d2*, *Cyp4d8*, *Cyp28d1*, *Cyp6t1*, *GstD3*, *GstD6*, *Cyp4d2*, *GstD9*, *GstD10*, and *Cyp4d14*. Four of these genes, *Cyp4d8*, *Cyp28d1*, *Cyp4d2*, and *Cyp4d14*, are expressed in the larval midgut and/or Malpighian tubules, suggesting that they could play a role in the detoxification of xenobiotic compounds [17]. Some genes are associated with various phenotypes: *Cyp6d2* (camptothecin resistance) [44], *GstD6* (oxidative stress response) [45], and *Cyp4d2* (methanol resistance) [42]. Notably, both *Cyp316a1* and *Cyp4d8* are situated at cytological position 66A2, which is relatively close to region 65A10 to which α-amanitin resistance was QTL-mapped in four independent *D. melanogaster* stocks in the past [14], [15]. We next asked what *Cyp*, *Gst*, and *Ugt* genes were down-regulated in response to α-amanitin in the resistant stock. As a result, nine genes were 2.1- to 3.8-fold down-regulated in response to α-amanitin, which are presented in the order from lowest to highest down-regulation: *Ugt37b1*, *Cyp4c3*, *Cyp28d2*, *Ugt86Dd*, *Cyp6a23*, *Cyp9b2*, *Ugt37c1*, and *Cyp28a5* (Table 2). Out of these, *Ugt86Dd* is inducible by the xenobiotic phenobarbital [23] and *Cyp28a5* by methanol [42]. 

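Genes of the cytochrome P450 and UDP-glucuronosyl transferase families were among those lower on α-amanitin. *Ugt37A2* was 4.84-fold lower (152 ± 26.8, SD, n = 6 pools on toxin, against 804 ± 172, n = 5), *Cyp28a5* 3.78-fold lower (1258 ± 207 against 4833 ± 978, adjusted p = 2.89e-07, limma) and *Ugt37A3* 3.02-fold lower. *Ugt37c1* (3.26-fold), *Cyp9b2* (2.89-fold), *Ugt86Dd* (2.76-fold, 586 ± 20.6 on toxin), *Cyp6a23* (2.36-fold), *Ugt37b1* (2.1-fold), *Cyp4c3* (2.06-fold) and *Cyp28d2* (2.04-fold) were lower as well. Of 35 *Ugt* genes, 7 were lower, none was higher and 28 did not pass the test, also when adjusted over the list alone (median log2 fold change -0.18, adjusted p = 2.06e-05 from limma's fry, adjusted p = 0.381 with an estimated correlation). With an offset of 64 the calls of *Cyp28d2*, *Cyp4c3*, *Cyp6a23* and *Ugt37b1* end at log2 fold changes of -0.75, -0.84, -0.85 and -0.98; *Cyp4c3* also ends without replicate 2 on non-toxic food (-0.87) or 4 on α-amanitin (-0.88), and *Cyp28d2* without replicate 5 on non-toxic food (-0.93) or 1, 4 or 5 on α-amanitin (-0.96 to -0.99).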

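The salivary gland glue proteins are made by late third-instar larvae and fix the puparium to its substrate. Their *Sgs* genes were under the floor of 16 in Ama-KTT/M/2 on non-toxic food. *Sgs3* reached 9348 ± 4740.3 (SD, n = 6 pools) on α-amanitin, at least 584-fold higher (log2 fold change 7.73, standard error 1.46, adjusted p = 7.43e-04, limma), and *Sgs7* 9290.3 ± 4666, at least 581-fold higher (adjusted p = 3.26e-04). *Sgs5* was at least 333-fold, *Sgs8* at least 289-fold and *Sgs1* at least 128-fold higher. These bounds are on ratios of mean intensities over the 6 pools, of which replicate 2 was low. They lie above the fitted log2 fold changes, which average the pools on the log2 scale. Of the 12 glue genes, 8 were higher, none was lower and 4 did not pass the test (8 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 5.95, or 7.19 at the bounds (adjusted p = 8.38e-04 from limma's fry, adjusted p = 0.457 with an estimated correlation). Canton-S on non-toxic food also expressed them, with *Sgs3* at 3911 ± 2898 and *Sgs7* at 5788 ± 3259 (n = 5), and none of the 12 genes was called between Ama-KTT/M/2 on α-amanitin and Canton-S (median 0.36, adjusted p = 0.488 from limma's fry, adjusted p = 0.98 with an estimated correlation). The mean log2 value of the list was 6.33 to 6.58 in the 5 pools of Ama-KTT/M/2 on non-toxic food and 7.92 to 11.05 in Canton-S; on α-amanitin it was 10.98 to 11.86 in 5 pools and 6.37 in replicate 2, and without that pool the median against Canton-S was 1.37 (adjusted p = 0.0166) and that against non-toxic food 7.12, with fitted log2 fold changes of 9.31 for *Sgs3* and 9.44 for *Sgs7* in place of 7.73 and 7.87. The 3 fat body storage protein genes moved with them, at 4.29 to 6.47 in Ama-KTT/M/2 on non-toxic food, 9.58 to 12.07 in Canton-S and, on α-amanitin, 11.18 to 13.28 apart from 6.88 in replicate 2.

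**Figure D1:**
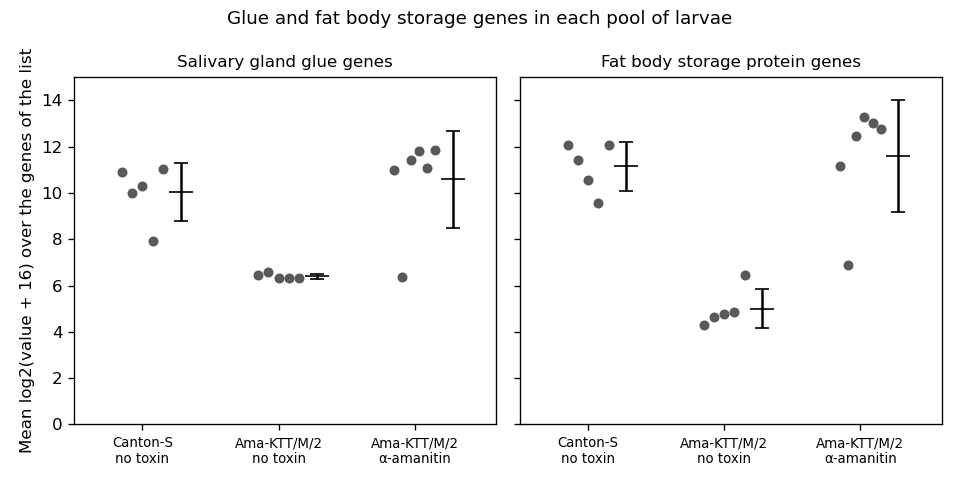
Mean log2(intensity + 16) of the salivary gland glue genes and of the fat body storage protein genes in each pool of the 3 groups. Points are pools and the bar beside them is the mean ± SD; the pool of Ama-KTT/M/2 on α-amanitin at 6.37 for the glue genes is the same pool as that at 6.88 for the fat body genes.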

Some of the most strongly α-amanitin-inducible genes (>300-fold) were the salivary gland secretion genes *Sgs1*, *Sgs3*, *Sgs5*, *Sgs7*, and *Sgs8* (Table S3). We will speculate about their role later.

**Table 2:** Single gene analysis for Ama-KTT/M/2 on α-amanitin versus Ama-KTT/M/2 on no toxin (group 3 versus 2).

Gene Symbol	Chromosome	Fold Change	p-Value	FlyBase ID	Probe ID
*Cyp316a1*	3L	**11.8**	0.01038	FBgn0035790	1634540_at
*Cyp6d2*	2R	**7.2**	0	FBgn0034756	1635593_at
*Cyp4d8*	3L	**7.1**	0	FBgn0015033	1626198_at
*Cyp28d1*	2L	**6.5**	0	FBgn0031689	1633639_at
*Cyp6t1*	X	**4.0**	0.00705	FBgn0031182	1626689_at
*GstD3*	3R	**3.4**	0	FBgn0010039	1635701_at
*GstD6*	3R	**3.2**	0	FBgn0010042	1626136_at
*Cyp4d2*	X	**2.6**	0	FBgn0011576	1636793_at
*GstD9*	3R	**2.2**	0	FBgn0038020	1636174_at
*GstD10*	3R	**2.1**	0	FBgn0042206	1627890_at
*Cyp4d14*	X	**2.0**	0	FBgn0023541	1627180_at
*Ugt37b1*	2L	**−2.1**	0.00217	FBgn0026755	1640109_at
*Cyp4c3*	3R	**−2.2**	0.01823	FBgn0015032	1636716_at
*Cyp28d2*	2L	**−2.2**	0.03701	FBgn0031688	1624911_at
*Ugt86Dd*	3R	**−2.8**	0	FBgn0040256	1641481_at
*Cyp6a23*	2R	**−2.8**	0.03644	FBgn0033978	1624101_at
*Cyp9b2*	2R	**−3.0**	0	FBgn0015039	1635008_at
*Ugt37c1*	2R	**−3.2**	0.00116	FBgn0026754	1639299_at
*Mdr50*	2R	**−3.3**	0	FBgn0010241	1638775_at
*Cyp28a5*	2L	**−3.8**	0	FBgn0028940	1629009_at
*cnc*	3R	1.2	0	FBgn0000338	1633379_s_at
*Pkc98E*	3R	1.2	0.05111	FBgn0003093	1631059_at
*Mdr49*	2R	1.1	0.17186	FBgn0004512	1628659_at
*CG10226*	3L	−1.2	0	FBgn0035695	1632500_at
*Mdr65*	3L	−1.2	0	FBgn0004513	1631925_at
*Hr96*	3R	−1.2	0.08263	FBgn0015240	1639398_at

Type I and II detoxification, *Mdr*, and transcription factor genes with possible functions in detoxification processes are shown, sorted by positive and negative fold-changes. The at least 2-fold differentially expressed genes are sorted by positive and negative fold-changes, followed by the genes that are not significantly differentially expressed. All p-values are corrected. The chromosomes, FlyBaseID, and probe ID numbers are presented.

### *Mdr* Genes Are Neither Constitutively Up-Regulated nor Inducible in Ama-KTT/M/2

In 1982, QTL mapping data suggested that two loci on chromosome 3 of the Asian Ama-KTT, Ama-MI and Ama-KLM stocks confer resistance to α-amanitin in a dominant fashion [14]. Eighteen years later, a Californian *D. melanogaster* stock showed α-amanitin resistance that was QTL-mapped to virtually the same two loci on chromosome 3 [15]. It was concluded that *Mdr65* and *Pkc98E* were possible candidate genes for causing the resistance. Furthermore, sequence comparisons between the most and the least resistant Californian stocks pointed out differences in the non-coding regions, but not in the coding regions of *Mdr65*. Thus, if *Mdr65* would confer resistance, the prediction was that a *cis*-regulatory change in the *Mdr65* gene is responsible for the resistance α-amanitin. We thus asked the question if *Pkc98E*, *Mdr65* or any other *Mdr* genes (*CG10226*, *Mdr49*, and *Mdr50*) were either constitutively up-regulated or inducible by α-amanitin in the Ama-KTT/M/2 stock. Comparing group 2 with group 1, *Mdr65* showed a statistically significant but very low (1.2-fold) constitutive up-regulation in Ama-KTT/M/2 (Table 1), while *Mdr65* was 1.2-fold down-regulated in response to α-amanitin when group 3 was compared to group 2 (Table 2). *CG10226*, a predicted *Mdr* gene that directly flanks the *Mdr65* gene on the left arm of chromosome 3, showed a statistically significant 1.4-fold constitutive up-regulation in the resistant Ama-KTT/M/2 stock as compared to Canton-S (Table 1), while this gene was 1.2-fold down-regulated in response to α-amanitin (Table 2). The remaining two *Mdr* genes of *D. melanogaster*, *Mdr49* and *Mdr50*, are both situated on the right arm of chromosome 2. *Mdr49* showed a mere 1.1-fold constitutive up-regulation in Ama-KTT/M/2 (Table 1), and it is 1.1-fold inducible by α-amanitin (the latter value is statistically insignificant) (Table 2). The observed 1.6-fold constitutive induction of the *Mdr50* gene was statistically significant (Table 1), and the same gene was significantly 3.3-fold down-regulated in response to α-amanitin (Table 2). Furthermore, *Pkc98* is 1.1 times lower expressed in Ama-KTT/M/2 as compared to Canton-S on no toxin (Table 1), while this gene is 1.2-fold inducible by α-amanitin (both values statistically insignificant) (Table 2). In summary, our data show that *Mdr* genes and *Pkc98E* were far less than 2-fold (if at all) up-regulated, neither constitutively nor in response to α-amanitin. 

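The *Mdr* genes encode ATP-dependent efflux pumps, and *Pkc98E* a protein kinase C. In Ama-KTT/M/2 on non-toxic food, *Mdr65* was at 98.4 ± 4.29 against 83.8 ± 6.32 in Canton-S (SD, n = 5 pools each, 1.15-fold, adjusted p = 0.0126, limma) and its neighbour *CG10226* at 90 ± 10 against 64.2 ± 8.63 (1.32-fold, adjusted p = 0.00256). *Mdr50* was the most different, at 1059 ± 178 against 647 ± 117 (1.62-fold, adjusted p = 1.25e-04), and *Mdr49* had a log2 fold change of 0.10 (adjusted p = 0.318). On α-amanitin, *Mdr50* was 3.13-fold lower (324 ± 17.3, n = 6, log2 fold change -1.65, standard error 0.11, adjusted p = 2.67e-08), while *Mdr65* and *CG10226* had log2 fold changes of -0.25 (adjusted p = 0.0031) and -0.24 (adjusted p = 0.0552), and *Mdr49* one of 0.09 (adjusted p = 0.356). None of the 4 *Mdr* genes was called between the stocks, where 3 were higher at an adjusted p under 0.05 and the median log2 fold change was 0.30 (adjusted p = 5.58e-05 from limma's fry, adjusted p = 0.423 with an estimated correlation). On α-amanitin 1 of the 4 was called lower, also when adjusted over the list alone, with a median of -0.24 (adjusted p = 8.06e-06 from limma's fry, adjusted p = 0.381 with an estimated correlation). *Pkc98E* was at 329.5 ± 11.4 in Ama-KTT/M/2 on non-toxic food, 367 ± 28.7 in Canton-S (log2 fold change -0.15, adjusted p = 0.103) and 388 ± 37.8 in Ama-KTT/M/2 on α-amanitin (log2 fold change 0.22, adjusted p = 0.0178).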

*Mdr* genes are thus not likely to confer the α-amanitin resistance, at least not by increasing *Mdr* gene expression.

We also specifically analyzed the regulation of two transcription factor genes that are known to play a role in regulating responses to xenobiotic factors. *Hr96* encodes a nuclear receptor that is involved in xenobiotic responses in *D. melanogaster* [46]. Our data in Table 1 show that *Hr96* is 1.6-fold constitutively higher expressed in Canton-S (group 1) than in Ama-KTT/M/2 on no toxin (group 2). In response to α-amanitin, the *Hr96* gene was 1.2-fold (statistically insignificant) down-regulated in Ama-KTT/M/2 (group 3 versus group 2, Table 2). The other gene of interest was the leucine zipper transcription factor *cnc*, which is known to activate oxidative stress and detoxification responses in *D. melanogaster* [47], [48]. In our microarray, the *cnc* gene is 1.2-fold constitutively higher expressed in Canton-S (group 1) than Ama-KTT/M/2 (group 2, Table 1), while α-amanitin treatment caused a1.2-fold induction in the Ama-KTT/M/2 stock (group 3 versus group 2, Table 2), thus bringing *cnc* gene expression to the same level that was observed in Canton-S without toxin. These results, at least at the transcriptional level, do not suggest the involvement of both transcription factors in the resistance to α-amanitin.

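*Hr96*, the gene of a xenobiotic-responsive nuclear receptor, had its highest level in Canton-S (909.7 ± 66.5, SD, n = 5 pools), followed by Ama-KTT/M/2 on non-toxic food (587 ± 64.9, n = 5) and on α-amanitin (498 ± 47.7, n = 6). The difference between the stocks was 1.54-fold (log2 fold change -0.62, standard error 0.08, adjusted p = 1.41e-05, limma), and that between the foods was 1.17-fold (log2 fold change -0.23, adjusted p = 0.0368). *cnc* was at 1972 ± 116 in Canton-S, 1609 ± 76.7 in Ama-KTT/M/2 on non-toxic food (log2 fold change -0.29, adjusted p = 2.98e-04) and 1942 ± 70.4 on α-amanitin (log2 fold change 0.27, adjusted p = 7.39e-04). Between Ama-KTT/M/2 on α-amanitin and Canton-S, the log2 fold change of *cnc* was -0.02 (standard error 0.05, adjusted p = 0.797). Taken as a list of 3 with *Pkc98E*, which the study chose as candidates and which are therefore not independent evidence of a direction, none was called in either comparison, also when adjusted over the list alone (stock comparison, median -0.29, adjusted p = 4.92e-06 from limma's fry, adjusted p = 0.367 with an estimated correlation; food comparison, median 0.22, adjusted p = 0.00933 from limma's fry, adjusted p = 0.598 with an estimated correlation). The latter ends with each array centred on its median (adjusted p = 0.115) and takes the other sign (median -0.11) with the most variable probe set per gene.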

### Genome Enrichment Analysis Confirms 30-Year-Old QTL Mapping Data

In order to identify the regulatory pathway components that lead to the α-amanitin resistance phenotype, we performed a genome enrichment analysis to look for clusters of significantly differentially expressed genes along the four chromosomes. In accordance with the two previous studies that mapped α-amanitin resistance to the polytene bands 95 and 98 on chromosome 3, we found signatures for both constitutive (group 2 versus group 1) and α-amanitin-inducible (group 3 versus group 2) clusters of differentially expressed genes. 

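Clusters of genes with the smallest p-values were looked for along the chromosome arms in windows of 50 neighbouring genes every 25 genes, ordered as in the Release 6 genome assembly, in place of bins of fixed length. Among 11888 genes placed on an arm, the 119 with the smallest limma p were counted per window, and a score over 2, the decimal log of the inverse binomial probability, marked a cluster. Between Ama-KTT/M/2 and Canton-S on non-toxic food, 3 of 472 windows passed, each with 4 such genes and a score of 2.80, where chance would give 0.753 by the binomial probability. Of 100 splits of these arrays, the real one included, 5 gave 3 or more clusters (highest other 4). The window on the right arm of chromosome 2 held the cytochrome P450 genes *Cyp6a17* and *Cyp6a23* with *Ciao1* and *CG8089*, that on the left arm of chromosome 3 held *Acbp2* with *CG14820*, *CG14823* and *CG14826*, and that on the right arm of chromosome 3 *CG11893*, *CG31370*, *CG31436* and *CG31087*. On the left arm of chromosome 2, the window of *CG10659*, now *AANATL3*, and *CG17570* held both of them and scored 1.05. *AANATL3*, which encodes an arylalkylamine N-acetyltransferase-like protein, was 37.4-fold higher in Ama-KTT/M/2 (adjusted p = 2.82e-14, limma), *CG17570* 4.33-fold and *dia*, a formin gene, 3.33-fold higher, *CG31674* was 3.24-fold lower, and *Taf13*, the gene of a TFIID subunit, was at 1.68-fold (adjusted p = 2.54e-08). The probe set that the paper lists there as *phr6-4*, which is unnamed in the probe table used here, was 3.62-fold higher (250.4 ± 16.8 against 58.2 ± 11.5, SD, n = 5 pools each, adjusted p = 1.46e-10). With the filter on dim probe sets, or in windows of 100 genes, 1 cluster passed.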

The only constitutively differentially expressed gene cluster is situated at cytological band 38B on the left arm of chromosome 2, which contains the genes *CG10659*, *Taf13*, *CG17570*, *phr6-4*, *dia*, and *CG31674* at the peak of differential expression (Figure 3 and Table S4). However, their predicted and experimentally proven functions do not explain how α-amanitin resistance is genetically controlled. The remaining four clusters of differentially expressed genes responded to α-amanitin in the larval food. The most interesting induced gene cluster is situated at cytological band 66A, which is close to *Mdr65*-containing region 65A10 on the left arm of chromosome 3, to which α-amanitin resistance was previously mapped [14], [15]. The genes at the peak of differential expression are *mp*, *Hsc70-4*, *pst*, *CG8562*, *Cyp316a1*, *Cyp4d8*, *CG33276*, and *RNaseX25* (Figure 3 and Table S4). 

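Around *Cyp316a1* and *Cyp4d8* on the left arm of chromosome 3, the other genes at the peak in the paper went the other way or changed less. *CG8562* (log2 fold change -0.79, adjusted p = 1.05e-04, limma), the collagen gene *Mp* (-0.71, adjusted p = 2.46e-04), *pst* (-0.46, adjusted p = 7.20e-05), *CG33276*, now *Urm1* (-0.44, adjusted p = 3.52e-05), and the heat shock cognate gene *Hsc70-4* (-0.21, adjusted p = 0.00877) were lower on α-amanitin at less than 2-fold, and *RNaseX25* was higher (0.43, adjusted p = 9.59e-05). The window of neighbouring genes with *Cyp316a1* and *Cyp4d8* held only these 2 among the top genes and scored 1.05, under the limit of 2; no window on that arm scored higher.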

Interestingly, two predicted Cytochrome P450 genes with unknown functions, *Cyp316a1* and *Cyp4d8*, were 11.8- and 7.1-fold inducible by α-amanitin (see also Table 2). 

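In the comparison of Ama-KTT/M/2 on α-amanitin with non-toxic food, 3 clusters of neighbouring genes passed the limit; of 100 splits of these arrays, the real one included, 7 gave 3 or more (highest other 5). The highest scores, 3.84, belonged to both clusters on the right arm of chromosome 3. The first held *CG10513*, *CG10550*, *CG10560*, the glycosidase gene *tobi* and *Muc96D*, the genes of band 96D: *CG10513* was 5.75-fold lower (153 ± 41.3, SD, n = 6 pools, against 933 ± 105, n = 5), *CG10550* 2.77-fold lower and *tobi* 2.97-fold higher, while *CG10560* (log2 fold change -0.93) and *CG10553* (-0.96) did not reach the fold limit. The second held *CG7567*, *CG11470* (5.71-fold lower), *CG31041* (5.44-fold lower), the odorant-binding protein gene *Obp99a* and *CG7582*. The third, on the left arm of chromosome 2, held the mannosidase genes *LManIII*, *LManIV* and *LManV* with *CG9483* and scored 2.80. At 68A, *CG17826* (4.74-fold lower) and *CG6947*, now *CG43896* (4.87-fold lower), were among the top genes and their window scored 1.05, while *CG32075* (log2 fold change -0.69), *CG5883* (-0.78), the phosphoinositide kinase gene *Pi3K68D* (0.54) and *klu* (0.23, adjusted p = 0.0523, limma), a zinc finger gene, did not reach the fold limit. At 92A, *CG14300* (4.6-fold lower), *CG34282* and *CG7715* were, and their window scored 1.86; it passed with an offset of 64 (2.80) and in windows of 100 genes. There *CG7705*, now *dind* (log2 fold change -0.25), *CG14292* (-0.57), *CG3734* (-0.82) and *CG18493* (-0.95) did not reach the fold limit, nor did *CG4743* (-0.76) and *CG14545* (-0.98) at 96D. The adjusted p of these genes under 2-fold, other than *klu*, was 2.04e-08 to 4.65e-04 from limma. The window at 96D scored 1.86 with the filter on dim probe sets, under the limit.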

We further identified differentially expressed gene clusters at cytological bands 68A (left arm of chromosome 3), 92A, and 96D (right arm of chromosome 3). Most of these genes are poorly annotated and none of the genes were linked to any known toxin response (Figure 3 and Table S4). It is worth noting that the transcription factor gene *Hr96* is close to the previously identified *Pkc98* locus, to which α-amanitin resistance was mapped [14], [15]. Although our single gene analysis did not show significant up-regulation of the *Hr96* gene, it is nevertheless possible that Hr96 contributes to the resistance on a post-transcriptional level.

**Figure 3:**
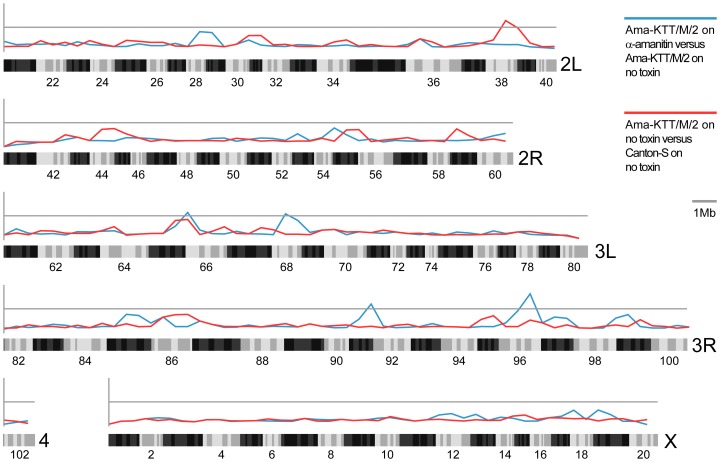
Genome enrichment analysis for genomic correlates. Genomic correlates are likely disrupted in Ama-KTT/M/2 versus Canton S (red) and Ama-KTT/M/2 on α-amanitin versus Ama-KTT on non-toxic food (blue). Colored lines above the gray line indicate significant enrichment of a genomic correlate. Of the five genomic correlates rising above the cutoff value, two genomic correlates are similar to those found in previous linkage studies on the Ama-KTT stock.

### Gene Ontology Enrichment Analysis Suggests Additional α-Amanitin Resistance Mechanisms

In order to explore if multiple mechanisms confer the resistance phenotype to α-amanitin in the Ama-KTT/M/2 stock, we performed a gene ontology enrichment analysis. First, we compared the constitutive gene expression differences between Ama-KTT/M/2 and Canton-S on non-toxic food (group 2 versus group 1). As a result, we identified three molecular functions that could be relevant for the α-amanitin resistance phenotype in Ama-KTT/M/2 (Figure 4): 1) ‘Oxidoreductase activity’ genes (GO 0016491) were on average 4.6-fold higher expressed (p = 1.06E-18) in Ama-KTT/M/2. This result confirms the single gene analysis results (Table 1), which indicated that the three highest constitutively expressed *Cyp* genes (*Cyp6a2*, *Cyp12d1-d*, and *Cyp12d1-p* might be important for the resistance to α-amanitin. 2) ‘Transferase activity’ genes (GO 0016740) were on average 4.6-fold higher expressed in Ama-KTT/M/2 (p = 7.61E-11), confirming our single gene analysis for the *Gst and Ugt* genes (Table 1). 

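Cytochrome P450 enzymes add oxygen to a wide range of substrates, and their genes changed in both directions between the stocks. Of 83 *Cyp* genes, 8 were higher in Ama-KTT/M/2 than in Canton-S on non-toxic food, 14 were lower and 61 did not pass the test, also when adjusted over the list alone, and the list lay lower on balance (median log2 fold change -0.14, adjusted p = 0.00876 from limma's fry, adjusted p = 0.367 with an estimated correlation). Without the fold limit, 21 were higher and 35 lower. The list also took *Cyp1* and *Cyp40*, which encode cyclophilins, by their symbols; over the 81 others 8 were higher and 14 lower (fry, adjusted p = 0.00340). Its call ended with only these 2 groups in the fit (adjusted p = 0.192), without Canton-S replicate 3 (0.0707) and without replicate 4 of Ama-KTT/M/2 on α-amanitin (0.0876). From the high constitutive expression of *Cyp6a2*, *Cyp12d1-d* and *Cyp12d1-p* in its single gene analysis and from the higher average of oxidoreductase genes, the paper proposes that these 3 *Cyp* genes might be important for the resistance to α-amanitin.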

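Cuticle proteins bind chitin and form the body wall and the lining of the foregut and hindgut. Of 80 genes of the *Cpr*, *Lcp* and *Ccp* families and their relatives, 21 were higher in Ama-KTT/M/2 than in Canton-S on non-toxic food, 7 were lower and 52 did not pass the test, also when adjusted over the list alone (median log2 fold change 0.49, adjusted p = 4.20e-04 from limma's fry, adjusted p = 0.637 with an estimated correlation). *Cpr67Fa1* was 12.8-fold higher (8330.3 ± 415 against 645 ± 112, SD, n = 5 pools each, adjusted p = 5.33e-12, limma), with little spread between pools. *Cpr64Ad* was 42-fold higher with an SD above its mean (3502 ± 4464 against 39.9 ± 69.5, adjusted p = 0.00129), as was *Ccp84Ae* (4539 ± 6363 against 75.7 ± 5.99, adjusted p = 0.0383), and *Cpr65Aw* was 8.84-fold lower. Of 24 *Tweedle* genes, another family of cuticle proteins, 3 were higher, none was lower and 21 did not pass the test, also when adjusted over the list alone (median 0.94, adjusted p = 0.193 from limma's fry, adjusted p = 0.769 with an estimated correlation), among them *TwdlO* (4.88-fold, adjusted p = 0.0124). Replicate 2 of Ama-KTT/M/2 on non-toxic food stood above its group for both lists, with a mean log2 value of 8.89 against 7.96 to 8.48 in the other pools for the cuticle genes, and 9.71 against 7.01 to 8.06 for *Tweedle*. Without this pool the median of the cuticle list was 0.25 (adjusted p = 8.69e-04) and the log2 fold change of *Cpr64Ad* 4.69 in place of 5.39. The call of *Ccp84Ae* ended without it (2.12 in place of 3.15, adjusted p = 0.103), without replicate 1 of that group (2.31, adjusted p = 0.110) and without any 1 of the 5 Canton-S pools (adjusted p = 0.0570 to 0.0647), while without replicate 3, 4 or 5 of that group it was 3.75 to 3.80.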

3) ‘Structural constituents of chitin-based cuticle’ genes (GO 0005214) were on average 10.5-fold (p = 1.87E-18) higher expressed in Ama-KTT/M/2, including 45 insect cuticle genes of the *Cpr*, *Lcp*, and *Ccp* gene families, which belong to the top 190 constitutively up-regulated genes in Ama-KTT/M/2 (Table S2). It is possible that cuticular proteins provide a protective layer against α-amanitin in organs that are covered by a cuticle, such as the epidermis and the gut. For example in honey bees, ‘structural constituents of chitin-based cuticle’ genes have been suggested to protect venom gland cells from toxins that are stored in the gland [49]. It is interesting to note that like α-amanitin, the bee venom ingredient Mast Cell Degranulating (MCD) Peptide is a bicyclic peptide. Structural constituents of the chitin-based cuticle could perhaps bind to bicyclic peptides and prevent them from entering cells. Furthermore, we identified two significant biological processes in this comparison (group 2 versus group 1) (Figure 4). 1) ‘Oxidation-reduction process’ genes (GO 0055114) were on average 5.6-fold higher expressed in Ama-KTT/M/2 (p = 5.25E-18), confirming the possible role of *Cyp* genes in α-amanitin detoxification. 2) The ‘cellular amino acid metabolic process’ genes (GO 0006520) showed a 1.2-fold higher expression average in Ama-KTT/M/2 (p = 2.55E-13) and was divided into two sub-processes. 

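Of 34 *Gst* genes measured, 5 were called higher in Ama-KTT/M/2 than in Canton-S on non-toxic food, 1 was called lower and 28 did not pass the test, also when adjusted over the list alone (mean log2 fold change 0.32, median 0.07, adjusted p = 4.27e-06 from limma's fry, adjusted p = 0.795 with an estimated correlation). Without the fold limit, 10 *Gst* genes were higher and 9 were lower, and the median was 0.11 without replicate 1 of Ama-KTT/M/2 and also without Canton-S replicate 2. The mean log2 value over the list was 9.36 to 9.49 in the 5 pools of Ama-KTT/M/2 and 9.03 to 9.19 in the 5 of Canton-S.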

2a) The ‘cellular modified amino acid process’ (GO 0006575) contained 16 *Gst* genes, which were on average 1.8-fold higher expressed in Ama-KTT/M/2 (p = 4.08E-03), suggesting that GST enzymes might help detoxifying α-amanitin via the phase II detoxification process. 2b) ‘Alpha-amino acid metabolic process’ genes (GO 1901605), such as glutathione metabolism genes, were on average 2.3-fold constitutively up-regulated in Ama-KTT/M/2 (p = 6.49E-03). Some of these genes might provide the substrate glutathione for the GST enzymes. Interestingly, *yellow* (*y*), a well-known pigmentation gene in *Drosophila*, was among the genes of this gene ontology term (14.7-fold up-regulated, p = 0.0448, Table S2). *yellow* is closely related to *Major Royal Jelly Protein* (*MRJP*) genes in honey bees, which were previously suggested to protect the venom gland cells from the bee venom [49]. It is thus possible that *yellow* plays a role in keeping α-amanitin outside of tissues or perhaps even modifying it so that it becomes less toxic.

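*yellow* encodes a secreted protein needed for black pigment of the cuticle. Its intensity was 139 ± 64.3 (SD, n = 5 pools) in Ama-KTT/M/2 on non-toxic food and 9.47 ± 2.27 (n = 5) in Canton-S, at least 8.68-fold higher (log2 fold change 2.52, standard error 0.22, adjusted p = 1.42e-07, limma). Other members of the *yellow* family went the other way: *yellow-d2* was 6.38-fold lower (36.1 ± 8.96 against 350.3 ± 170.3, adjusted p = 0.00142) and *yellow-e* 2.57-fold lower. Of 13 genes with the major royal jelly protein domain, 1 was higher, 2 were lower and 10 did not pass the test, also when adjusted over the list alone (median log2 fold change -0.12, adjusted p = 0.515 from limma's fry, adjusted p = 0.735 with an estimated correlation).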

**Figure 4:**
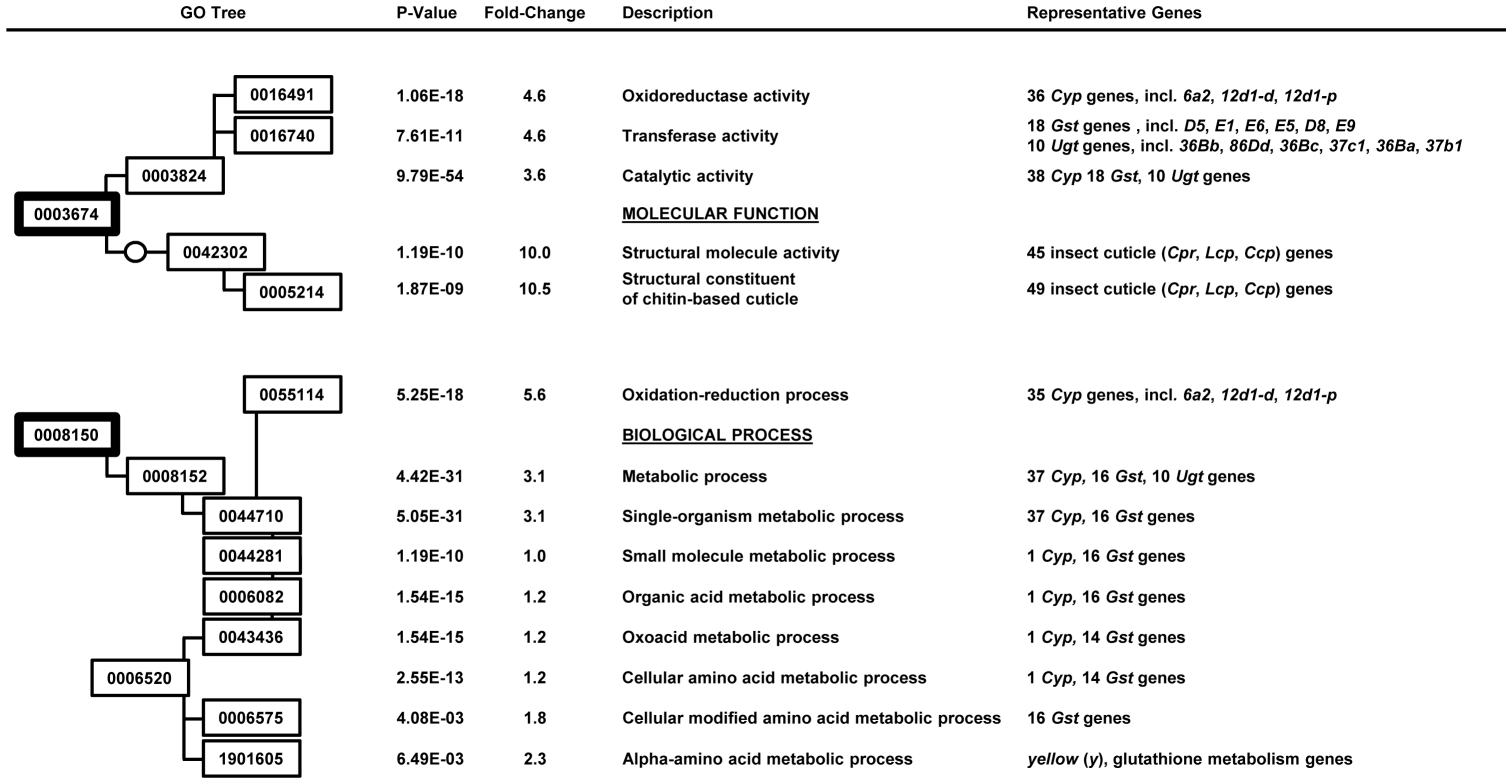
Gene ontology enrichment analysis for Ama-KTT/M/2 versus Canton-S on no toxin (group 2 versus 1). The GO trees for the molecular function and biological process are shown on the left-hand side with the numbers for each term. The corrected p-values, average fold-changes for all genes in each term, term names, and selected genes of each GO term are shown on the right-hand side of each term number.

Next, we aimed to identify the gene ontologies that respond to α-amanitin in the resistant stock Ama-KTT/M/2. We thus compared Ama-KTT/M/2 on α-amanitin-containing food to Ama-KTT/M/2 on non-toxic food (group 3 versus group 2). As a result, we identified genes with two molecular functions that are significantly induced by α-amanitin (Figure 5). 

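On α-amanitin, 6 of 83 *Cyp* genes were at least 2-fold higher than on non-toxic food, 5 were lower and 72 did not pass the test, also when adjusted over the list alone. The list lay higher on balance, by little (median log2 fold change 0.06, adjusted p = 7.41e-04 from limma's fry, adjusted p = 0.598 with an estimated correlation), with 30 *Cyp* genes higher and 18 lower at an adjusted p under 0.05 without the fold limit. *Cyp12d1-d* was 1.63-fold higher on α-amanitin (2581 ± 469, SD, n = 6 pools, adjusted p = 1.91e-04, limma), and *Cyp6a2* 1.74-fold lower (3270.1 ± 224, adjusted p = 1.87e-06), both under the fold limit.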

1) The ‘oxidoreductase activity’ genes (GO 0016491) are on average 4.7-fold induced (p = 2.36E-10) by the toxin, again suggesting that a phase I detoxification process mediated by Cytochrome P450s is involved in conferring α-amanitin resistance. Among the 37 *Cyp* genes of this gene ontology term, we found seven genes that we already identified in our single gene analysis (Table 2): *Cyp316a1*, *Cyp6d2*, *Cyp4d8*, *Cyp28d1*, *Cyp6t1*, *Cyp4d2*, and *Cyp4d14*. 2) ‘Peptidase activity, acting on L-amino acid peptides’ genes (GO 0070011) were on average 15.4-fold induced (p = 3.95E-05). 

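The peptidase genes tested here did not share a direction. Of 5 leucyl aminopeptidase genes of family M17, which includes enzymes of the sperm, 3 were higher on α-amanitin, none was lower and 2 did not pass the test, also when adjusted over the list alone (median log2 fold change 1.14, adjusted p = 0.0015 from limma's fry, adjusted p = 0.457 with an estimated correlation): *S-Lap7* (2.42-fold, 150.2 ± 85.7, SD, n = 6 pools, against 48.3 ± 16.3, n = 5), *S-Lap2* (2.31-fold) and *S-Lap8* (2.2-fold, adjusted p = 0.023, limma). Of 42 testis genes, 8 were higher in the same comparison, none was lower and 34 did not pass the test, also when adjusted over the list alone (median 0.42, adjusted p = 0.0122 from limma's fry, adjusted p = 0.536 with an estimated correlation), for example the testis-specific tubulin gene *betaTub85D* (3.01-fold). Of 26 midgut serine protease genes, 2 were higher, 2 were lower and 22 did not pass the test, also when adjusted over the list alone, and the list lay lower on balance (median -0.23, adjusted p = 7.26e-05 from limma's fry, adjusted p = 0.418 with an estimated correlation). *thetaTry*, a trypsin gene, was 2.46-fold higher (2116 ± 275 against 847 ± 50.6) and *Jon99Ci* 2.42-fold higher, while *Jon66Ci* was 3.18-fold lower (2889.8 ± 685 against 8996 ± 242) and *Jon99Fi* 2.55-fold lower. With an offset of 64 the calls of the 3 aminopeptidase genes end, and *S-Lap2* also falls under the limit without replicate 1 of the larvae on α-amanitin (log2 fold change 0.98), as *S-Lap8* does (0.90). The call of *S-Lap8* ends as well without replicate 1 (adjusted p = 0.0564) or 3 (0.0643) on non-toxic food, and that of the testis list ends with the filter on dim probe sets (0.0657).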

Because α-amanitin is a peptide, peptidases are good candidates to cleave it. To date, however, no specific enzyme is known that can inactivate α-amanitin by cleaving this bicyclic octapeptide. Besides molecular functions, we further identified two biological processes that were of interest. 1) The ‘oxidation-reduction process’ genes (GO 0055114) were on average 5.0-fold induced (p = 3.40E-13), again confirming that *Cyp* genes could play a role in detoxifying α-amanitin. 2) We identified the ‘cellular amino acid metabolic process’ (GO 0006520) with an average up-regulation of 1.2-fold (p = 4.09E-11) in response to α-amanitin. 

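Of 34 *Gst* genes, 4 were higher on α-amanitin, none was lower and 30 did not pass the test, also when adjusted over the list alone (mean log2 fold change 0.17, median 0.01, adjusted p = 1.78e-04 from limma's fry, adjusted p = 0.536 with an estimated correlation). The sign of this median is not settled: it was -0.02 without replicate 6 on α-amanitin, 0.05 without replicate 1, and between these without replicate 3, 4 or 5 on α-amanitin or 1, 2 or 3 on non-toxic food. *yellow* itself was 2.24-fold lower on α-amanitin than on non-toxic food (50.6 ± 15, SD, n = 6 pools, adjusted p = 5.40e-04, limma), and it remained at least 3.16-fold above Canton-S (adjusted p = 1.04e-04). *yellow-d2* (10.1-fold, 683 ± 437 on toxin, adjusted p = 2.91e-04) and *yellow-e* (2.56-fold) were higher. Over the 13 genes of the family, 2 were higher, 1 was lower and 10 did not pass the test, also when adjusted over the list alone (median log2 fold change 0.12, adjusted p = 0.279 from limma's fry, adjusted p = 0.777 with an estimated correlation). The call of *yellow* between the foods ended with an offset of 64 (log2 fold change -0.78), with array weights (-0.99) and without replicate 2 of Ama-KTT/M/2 on non-toxic food (-0.96).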

The most interesting genes in this gene ontology group are 11 *Gst* genes and the *yellow* gene, again showing that the phase II detoxification process is inducible by α-amanitin and that *yellow* could play a protective role. Our gene ontology enrichment analysis further identified cellular components that respond to α-amanitin exposure (Figure 5). 1) ‘Cytoplasm’ genes (GO 0005737) were on average 681.2-fold induced (p = 5.26E-13), some of which are *yellow*, eight *Cyp* genes, and 13 *Gst* genes. The eight *Cyp* genes belong to the gene ontology term ‘cytoplasmic part’ (GO 0044444), which is on average 859.6-fold induced (p = 9.57E-10). Unexpectedly, the most highly induced gene ontology term for the cellular component was the ‘lipid particle’ with an average gene induction of 5,271.5-fold (p = 8.62E-10). Lipid particles are subcellular structures that play roles in detoxification processes and the innate immune system. In insects, lipid particles form coagulation products, thereby protecting cells from pathogens and toxic products of the phenol oxidase cascade [50]. In yeast cells, lipid particles detoxify excessive amounts of lipophilic substances [51]. Even in humans, liposomes are used for detoxifying patients with overdoses of drugs, such as heroin, opioids, and cocaine [52]. The fact that the Ama-KTT/M/2 stock responds to α-amanitin with a several thousand-fold induction of lipid particle genes suggests that cytoplasmic lipid particles contribute to the resistance to α-amanitin in the Ama-KTT/M/2 stock.

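Lipid droplets store neutral fat, most of it in the fat body. Of 17 genes of lipid droplets and neutral lipid storage (the gene ontology term itself was not used here), none reached 2-fold on α-amanitin, also when adjusted over the list alone; 7 were higher and 5 lower at an adjusted p under 0.05 without a fold limit, and the median log2 fold change was 0.08 (adjusted p = 0.0212 from limma's fry, adjusted p = 0.621 with an estimated correlation). The perilipin genes *Lsd-1* and *Lsd-2* had log2 fold changes of -0.31 and 0.30, the lipase gene *bmm* one of 0.85 and *FASN1*, which encodes fatty acid synthase, one of -0.21 (11742 ± 569.9, SD, n = 6 pools, against 13592 ± 145, n = 5, adjusted p = 0.00639, limma). *Desat1*, a fatty acid desaturase gene, was at 6231 ± 215 and 6176 ± 883 (adjusted p = 0.873). The call of the list ended with each array centred on its median (adjusted p = 0.453), without replicate 1 of Ama-KTT/M/2 on non-toxic food (0.0587) and without its replicate 2 (0.0560).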

**Figure 5:**
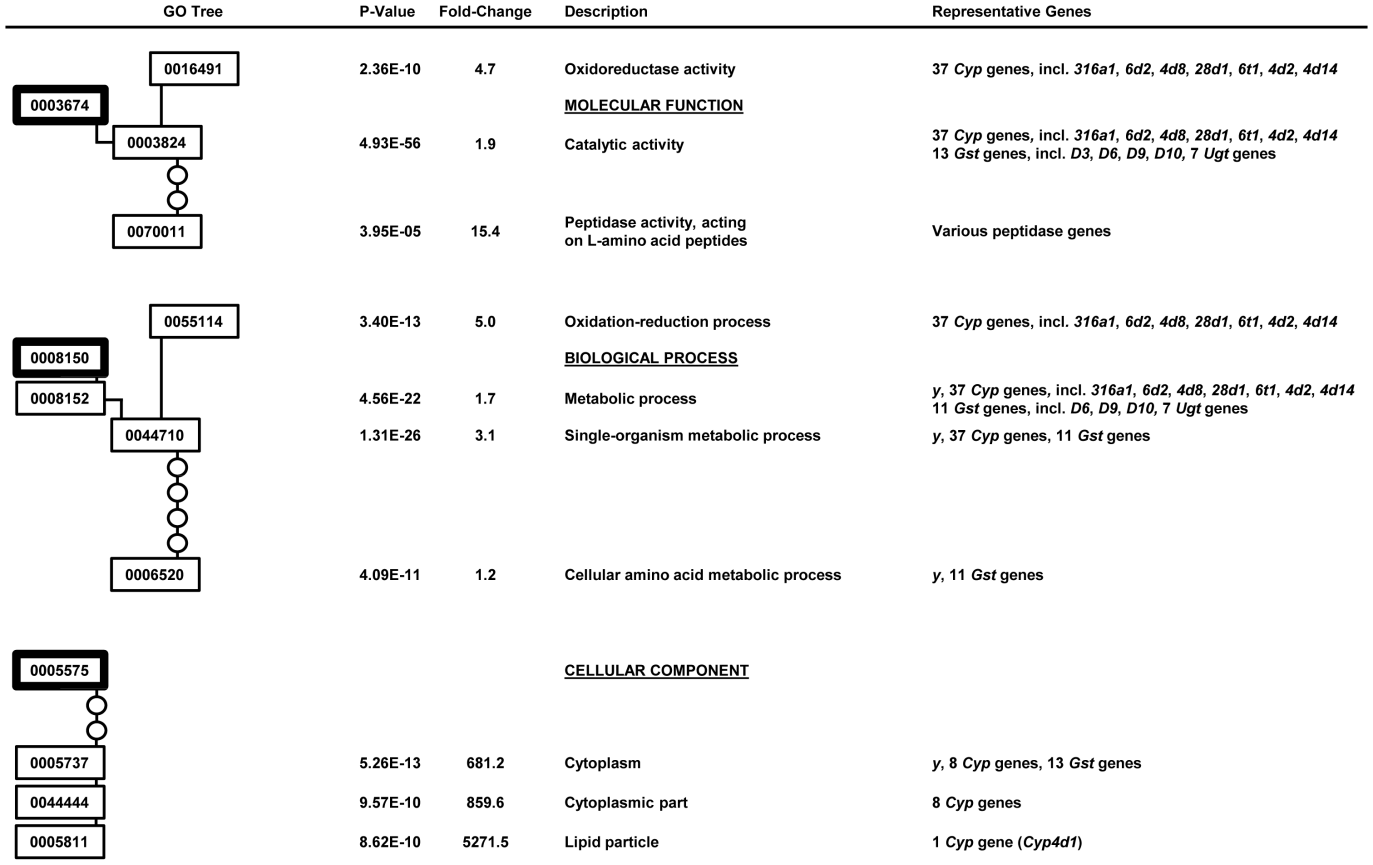
Gene ontology enrichment analysis for Ama-KTT/M/2 on α-amanitin versus Ama-KTT/M/2 on no toxin (group 3 versus 2). The GO trees for the molecular function, biological process, and cellular component are shown on the left-hand side with the numbers for each term. The corrected p-values, average fold-changes for all genes in each term, term names, and selected genes of each GO term are shown on the right-hand side of each term number.

### The Domain Enrichment Analysis Verifies the Gene Ontology Enrichment Analysis

Because many proteins have more than one functional domain and the gene ontology enrichment analysis cannot reveal what domain of a protein is important for the resistance to α-amanitin, we further performed a domain enrichment analysis with our microarray data. As shown in Table 3, when comparing Ama-KTT/M/2 with Canton-S (group 2 versus group 1) on non-toxic food, the following protein domains were identified as significantly enriched: Cytochrome P450 (p = 4.72E-11), UDP-glucuronosyl/UDP-glucosyltransferase (p = 1.26E-10), Cytochrome P450, conserved site (p = 5.93E-10), insect cuticle protein (p = 1.55E-09), Cytochrome P450, E-class, group I (p = 6.05E-09), Glutathione S-transferase, C-terminal (p = 6.39E-06), Glutathione S-transferase, C-terminal-like (p = 1.02E-05), Glutathione S-transferase/chloride channel, C-terminal (p = 1.28E-05), and Glutathione S-transferase, N-terminal (p = 4.77E-05). Thus, the domain enrichment analysis confirms the possible importance of phase I and II detoxification reactions in conferring α-amanitin resistance. 

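With families taken by gene symbol in place of protein domains, 56 of 83 *Cyp* genes (67.5%) differed between Ama-KTT/M/2 and Canton-S on non-toxic food at an adjusted p under 0.05 with no fold limit, against 48.9% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.00400 over the families). Among the *Ugt* genes 27 of 35 (77.1%) differed (exact test, adjusted p = 0.00400). Of the *Gst* genes 19 of 34 (55.9%) differed (exact test, adjusted p = 0.571), and of the cuticle protein genes 47 of 80 (58.8%, adjusted p = 0.210). The ribosomal families were enriched as well: all 69 genes for mitochondrial ribosomal proteins differed (exact test, adjusted p = 5.40e-21) and 27 of 34 genes for cytosolic ribosomal proteins (79.4%, adjusted p = 0.00331). In all, 5870 of 11982 genes differed. After another quantile normalization 47.1% of the genes for cytosolic ribosomal proteins differed, and none did at 2-fold or more or with a rank product test, so their enrichment ended under each of these. With that test, chosen after seeing the data, the cuticle genes were enriched (36.2%, exact test, adjusted p = 1.33e-10).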

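On α-amanitin, 4866 genes differed from non-toxic food at an adjusted p under 0.05 with no fold limit. Of the *Cyp* genes 48 of 83 (57.8%) were among them, against 40.5% of the other genes (Fisher's exact test, 2-sided, adjusted p = 0.0128), and of the insect cuticle protein genes 45 of 80 (56.2%, adjusted p = 0.0231). At 2-fold or more, 6 cuticle genes were higher on α-amanitin, 15 were lower and 59 did not pass the test, also when adjusted over the list alone (median log2 fold change -0.28, adjusted p = 0.01 from limma's fry, adjusted p = 0.468 with an estimated correlation); *Cpr49Ac* was 4.31-fold higher (1499 ± 878, SD, n = 6 pools, against 362 ± 290.1, n = 5). Of the *Tweedle* genes 5 of 24 were lower, none was higher and 19 did not pass the test, also when adjusted over the list alone (median -0.92, adjusted p = 0.0411 from limma's fry, adjusted p = 0.536 with an estimated correlation), among them *Twdlalpha* (3.29-fold, adjusted p = 0.00672, limma). All 5 leucyl aminopeptidase genes were among the genes that differed (exact test, adjusted p = 0.0353), and 18 of 26 midgut serine protease genes (69.2%, adjusted p = 0.0228). The *Ugt* genes (21 of 35, 60.0%, exact test, adjusted p = 0.0646), the *Gst* genes (18 of 34, adjusted p = 0.237) and the *yellow* family (6 of 13, adjusted p = 0.780) did not pass. With the filter on dim probe sets the enrichments of the *Cyp*, cuticle, aminopeptidase and serine protease genes did not pass (exact test, adjusted p = 0.182 to 0.255), nor did they with array weights (0.0552 to 0.202). That of the aminopeptidases also did not pass with only the 2 groups in the fit (0.294) or without replicate 1 (0.398) or 3 (0.476) on non-toxic food. That of the cuticle genes did not with an offset of 1 (0.0828), another quantile normalization (0.107), eBayes with trend and robust (0.105) or only the 2 groups (0.0969), or without Canton-S replicate 2, 3 or 5, replicate 1 on non-toxic food (42.5%) or replicate 2, 3 or 4 on α-amanitin (0.0507 to 0.218). Without replicate 2 on non-toxic food the *Tweedle* median was -0.40 (adjusted p = 0.0122). The fry call of *Tweedle* ended without Canton-S replicate 1 or 2, replicate 1 on non-toxic food or replicate 3, 4, 5 or 6 on α-amanitin (adjusted p = 0.0512 to 0.0718), with only the 2 groups in the fit (0.0694) and with array weights (0.0943). With a rank product test, chosen after seeing the data, the serine protease enrichment did not pass (exact test, adjusted p = 0.332), while the *Ugt* (31.4%, adjusted p = 7.15e-04) and *Gst* genes (26.5%, adjusted p = 0.00850) did. Without Canton-S replicate 4 and replicate 2 of Ama-KTT/M/2 on α-amanitin, the pools low in glue genes within their groups, a choice made after seeing the data, the calls of the cuticle list (0.0804) and of *Tweedle* (0.0554) ended.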

When comparing Ama-KTT/M/2 on α-amanitin-containing food to Ama-KTT/M/2 on no toxin (group 3 versus group 2, Table 4), we identified the following significantly enriched protein domains: major royal jelly (p = 0), pupal cuticle protein C1 (p = 0), Cytochrome P450 (p = 1.20E-12), Cytochrome P450, conserved site (p = 2.90E-12), insect cuticle protein (p = 1.91E-11), chitin binding domain (p = 3.38E-11), Cytochrome P450, E-class, group I (p = 1.77E-10), peptidase M17, leucyl aminopeptidase, N-terminal (p = 4.38E-06), UDP-glucuronosyl/UDP-glucosyltransferase (p = 4.93E-06), leucine aminopeptidase/peptidase B (p = 8.48E-06), and peptidase M17, leucyl aminopeptidase, C-terminal (p = 8.49E-06). These results confirm the results from the gene ontology enrichment analysis, suggesting that Cytochrome P450s and transferases can detoxify α-amanitin via the phase I and II detoxification pathways. Furthermore, peptidases might cleave α-amanitin, and Royal Jelly Protein domain-containing proteins might protect tissues from α-amanitin, similar to the situation in the honey bee venom gland [49].

**Table 3:** Domain enrichment analysis for Ama-KTT/M/2 versus Canton-S on no toxin (group 2 versus 1).

Domain	DEGs w/Domain	DEGs	Genes w/Domain	Genes	p-Value
Cytochrome P450	48	2609	91	11890	4.72E-11
UDP-glucuronosyl/UDP-glucosyltransferase	25	2609	35	11890	1.26E-10
Cytochrome P450, conserved site	43	2609	82	11890	5.93E-10
Insect cuticle protein	51	2609	107	11890	1.55E-09
Cytochrome P450, E-class, group I	41	2609	81	11890	6.05E-09
Glutathione S-transferase, C-terminal	21	2609	39	11890	6.39E-06
Glutathione S-transferase, C-terminal-like	25	2609	51	11890	1.02E-05
Glutathione S-transferase/chloride channel, C-term.	22	2609	43	11890	1.28E-05
Glutathione S-transferase, N-terminal	20	2609	40	11890	4.77E-05

This table shows the selected and significantly enriched domains without toxin treatment. “DEGs w/domain” are the differentially expressed genes that have a particular domain. “DEGs” is the number of all differentially expressed genes in this comparison. “Genes w/domain” is the total number of genes with a particular domain in the genome. “Genes” is the total number of genes in the genome. All p-values are corrected.

**Table 4:** Domain enrichment analysis for Ama-KTT/M/2 on α-amanitin versus Ama-KTT/M2 on no toxin (group 3 versus 2).

Domain	DEGs w/Domain	DEGs	Genes w/Domain	Genes	p-Value
Major royal jelly	4	2642	4	11890	0
Pupal cuticle protein C1	3	2642	3	11890	0
Cytochrome P450	51	2642	91	11890	1.20E-12
Cytochrome P450, conserved site	47	2642	82	11890	2.90E-12
Insect cuticle protein	55	2642	107	11890	1.91E-11
Chitin binding domain	51	2642	97	11890	3.38E-11
Cytochrome P450, E-class, group I	44	2642	81	11890	1.77E-10
Peptidase M17, leucyl aminopeptidase, N-terminal	8	2642	9	11890	4.38E-06
UDP-glucuronosyl/UDP-glucosyltransferase	20	2642	35	11890	4.93E-06
Leucine aminopeptidase/peptidase B	9	2642	11	11890	8.48E-06
Peptidase M17, leucyl aminopeptidase, C-term.	9	2642	11	11890	8.49E-06

This table shows the selected and significantly enriched domains in response to toxin treatment. “DEGs w/domain” are the differentially expressed genes that have a particular domain. “DEGs” is the number of all differentially expressed genes in this comparison. “Genes w/domain” is the total number of genes with a particular domain in the genome. “Genes” is the total number of genes in the genome. All p-values are corrected.

### The RT-qPCR Results Confirm the Microarray Data

We used real-time quantitative reverse transcription PCR (RT-qPCR) to confirm the fold-changes of ten genes, which we selected because of their high fold-changes and predicted importance for the resistance phenotype (Figure 6 and Table S5). When comparing Ama-KTT/M/2 to Canton-S (group 2 versus group 1), the genes *Cyp6a2*, *12d1-d*, *Ugt86Dd*, *GstD5*, and *GstE1* were between 1366.9 and 10.7-fold up-regulated (p<0.001 for all values, randomization test, B = 2000). When we compared Ama-KTT/M/2 treated with α-amanitin to Ama-KTT/M/2 (group 3 versus group 2), *Cyp316a1*, *6d2*, *4d8*, *28d1*, and *6t1* were up-regulated between 14.1 and 8.4-fold (p = 0.002 for *Cyp316a1* and p<0.001 for the other genes, randomization test, B = 2000). In summary, the microarray analysis fold-induction changes perfectly correlate with our RT-qPCR results, such that the microarray results slightly underestimate the fold-changes that resulted from the RT-qPCR analysis.

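The fold changes of 10 genes from the arrays were set against those of the RT-qPCR in Table S5, which used the same groups. For the stocks on non-toxic food, the log2 fold changes correlated across the 10 genes at Pearson's r = 0.994 (permutation test over pairings, p = 1e-05, the smallest it can give) and Spearman's rho = 0.988 (p = 1e-05). For α-amanitin against non-toxic food, r was 0.968 (p = 6.00e-05) and rho 0.927 (p = 3.70e-04). Without the 2 genes farthest from the median, r was 0.991 and 0.948. Genes are not independent replicates, and the paper chose these 10 partly for their high fold changes, which favours shared signs and a high r. All 10 genes had the same sign by both methods in both comparisons. *Cyp6a2*, *Cyp12d1-d* and *Cyp316a1* between the stocks and *Cyp316a1* between the foods had a group mean under 16, so their array changes are only bounds; without them r was 0.997 over 7 genes and 0.967 over 9. These 7 and 9 genes all had the smaller change on the arrays, with a median difference of 0.36 on the log2 scale between the stocks and 0.82 between the foods. *Ugt86Dd* had a log2 fold change of 3.50 between the stocks on the arrays and of 3.97 in the paper's RT-qPCR, *GstD5* one of 3.21 against 3.52 and *Cyp6d2* one of 2.72 against 3.42 between the foods. With ratios of mean intensities, which no offset shrinks, the array change was still the smaller for all of the 7 and 9 genes. *GstE1* had 0.02 between the foods on the arrays, where the paper's RT-qPCR gives 1.02. The reference gene *Sucb*, now *ScsbetaG*, was at 1634 ± 78.9 in Ama-KTT/M/2 and 1636 ± 64.6 in Canton-S on non-toxic food (SD, n = 5 pools each, adjusted p = 0.974, limma). The paper picked its reference genes for their lack of change, so this value is no independent test of them. From these fold changes the paper concludes that the arrays slightly underestimate the changes measured by RT-qPCR.

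**Figure D2:**
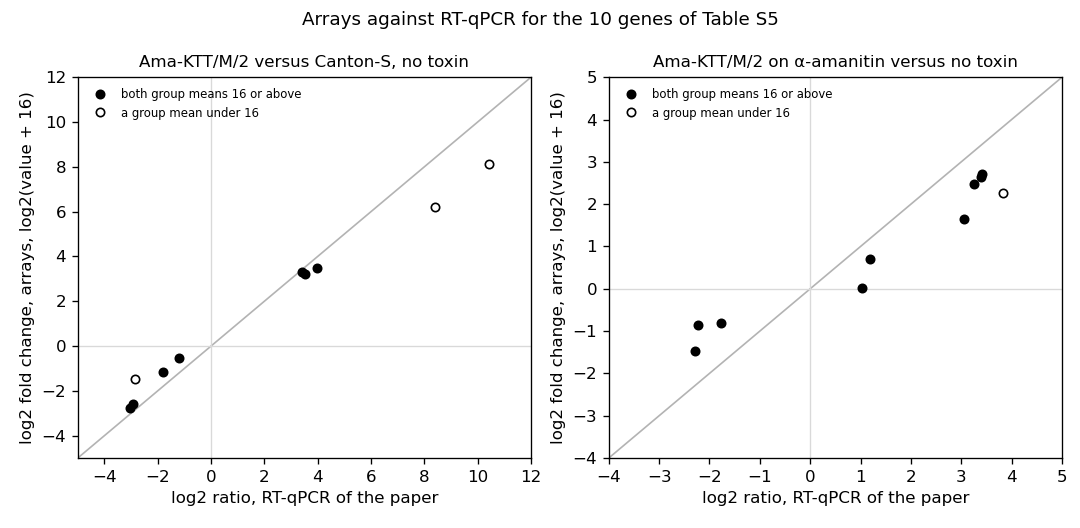
Log2 fold change on the arrays against that of the paper's RT-qPCR for 10 genes in both comparisons. Points are genes, open ones having a group mean under 16 and thus only a bound on the arrays, and the grey line marks equal values; the filled points lie closer to 0 on the array axis than on the RT-qPCR axis.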

**Figure 6:**
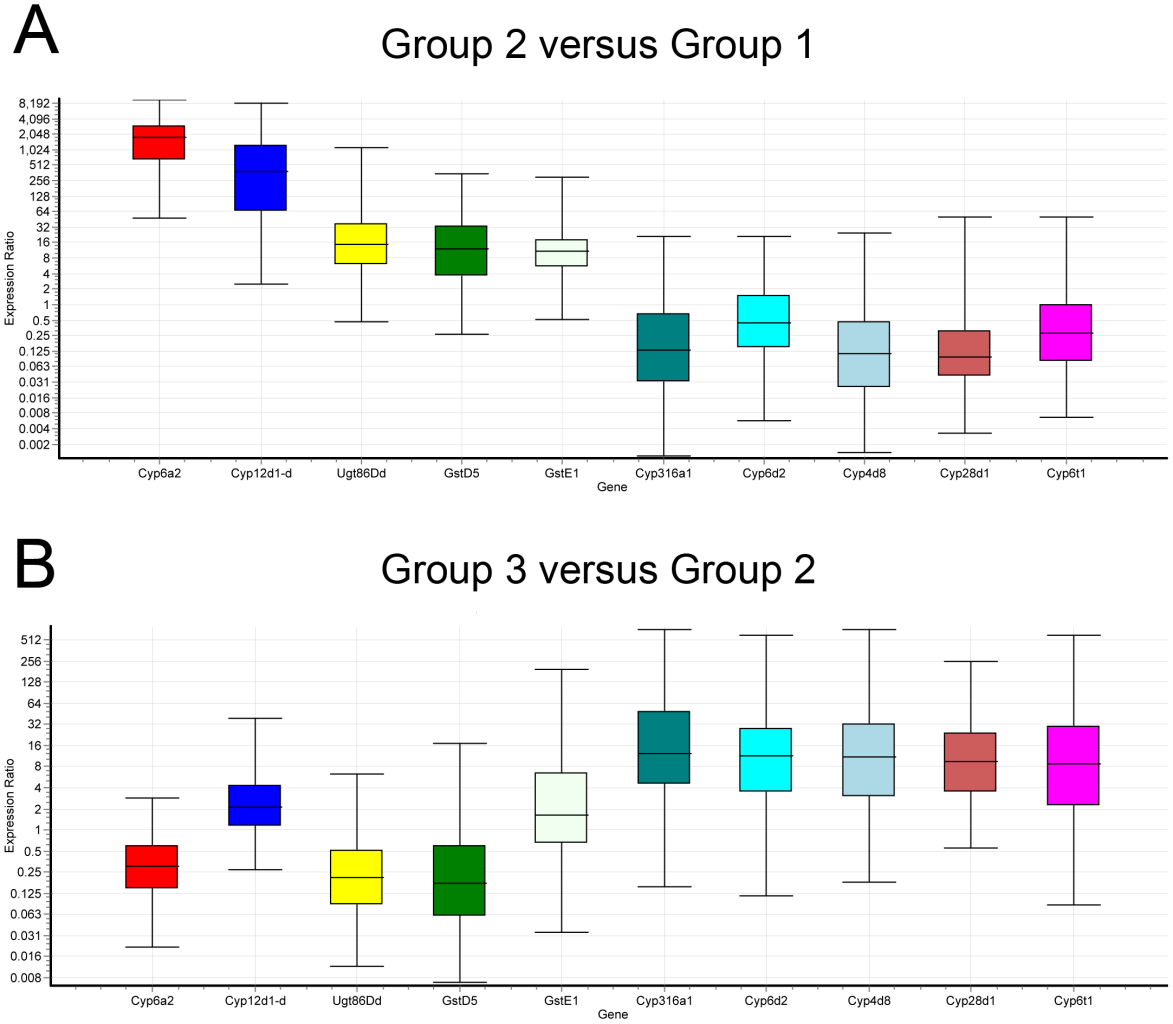
The qPCR results confirm the microarray data. A) Relative expression distribution (Y-axis) of ten selected genes is shown as a ratio comparing Ama-KTT/M/2 and Canton-S (group 2 versus group 1). Each measurement contains 15 replicates (3 replicates for each of the five biological controls of groups 1 and 2). B) Gene expression differences between Ama-KTT/M/2 treated with α-amanitin and Ama-KTT/M/2 (group 3 versus group 2) are compared. Group 3 contributes to 18 data points (three replicates for each of the six biological controls), while group 2 contributes to 15 data points, as previously mentioned. All comparisons were normalized with two reference genes, *Sucb* and *alpha-Tub84B*. Ratios above one indicate that a gene is up-regulated in the comparison.

## Discussion

### Several Mechanisms Seem to Confer α-Amanitin Resistance

α-Amanitin is the principal toxin in some of the most deadly poisonous mushrooms, which inhibits the function of RNA-polymerase II by binding to it. Our results presented here comprise the first whole-transcriptome scale investigation to identify the molecular and cellular mechanisms that underlie the resistance to this very potent toxin in any organism. Using larvae of the resistant stock Ama-KTT/M/2 and the sensitive stock Canton-S, we identified both constitutive and α-amanitin-inducible mechanisms that can explain the resistance to α-amanitin in the Ama-KTT/M/2 stock. Based on an array of bioinformatics analyses of our microarray data and RT-qPCR validation, we found that four main mechanisms are likely to contribute in concert to the resistance: 1) constitutive and α-amanitin-inducible toxin entry blockage, mediated by cuticular proteins, the MRJP domain of the Yellow protein family, and Sgs proteins, 2) constitutive and α-amanitin-inducible phase I and II detoxification, mediated by the Cytochrome P450, GST, and UGT enzyme families (likely followed by excretion), 3) α-amanitin-inducible lipid particle gene induction, possibly leading to the sequestration of α-amanitin in cytoplasmic lipid particles, and 4) α-amanitin-inducible peptidase genes, perhaps leading to the digestion of α-amanitin either inside or outside (e.g. gut lumen) of cells (Figure 7).

**Figure 7:**
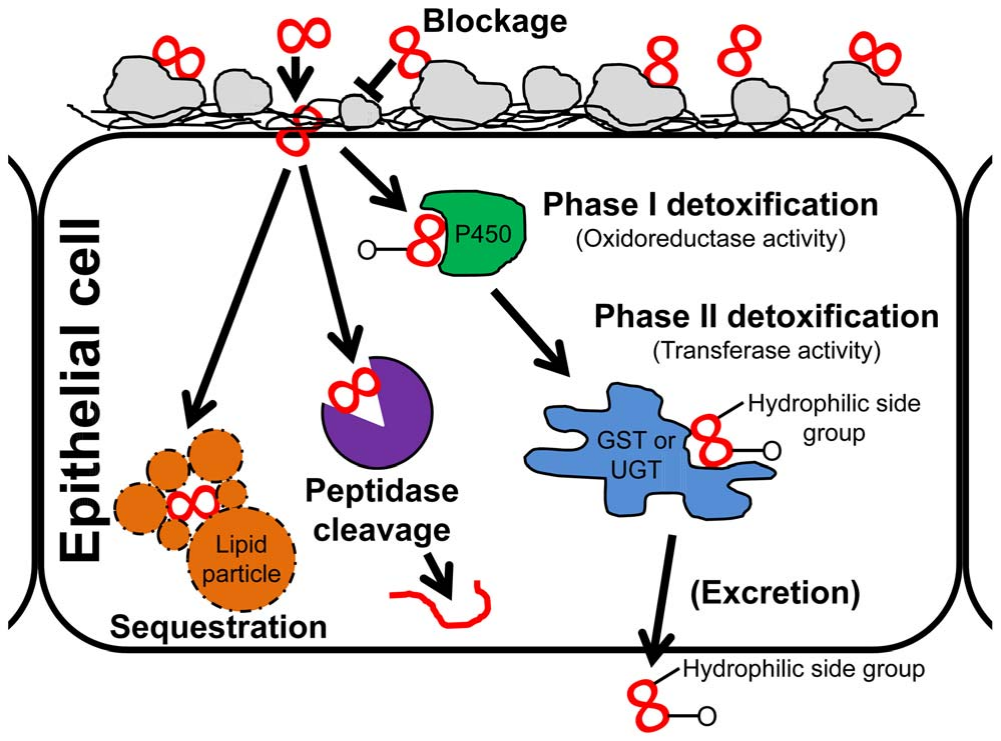
A model of the four mechanisms that contribute to the resistance to α-amanitin in concert. The bicyclic octapeptide α-amanitin is shown as a red 8. Cuticular proteins block some of the α-amanitin from entering the cells (blockage). α-Amanitin that entered the cytoplasm is either sequestered in lipid particles, cleaved by peptidases, or detoxified by phase I and II detoxification enzymes, possibly followed by excretion.

In honey bee venom glands, the Major Royal Jelly Protein 8 (MRJP8) was shown to be a part of the cuticular layer that forms the inner lining of the gland. It was suggested that MRJP8 protects the venom gland cells from the stored toxins [49]. The closest relatives to the *MRJP* genes in *Drosophila* are the proteins of the Yellow family. The *yellow* gene itself was together with numerous cuticular protein genes identified as significant in our single gene, gene ontology, and domain enrichment analyses. It is thus possible that Yellow, together with other cuticular proteins, block the entry of α-amanitin into cells protected by a cuticular layer, such as the larval epidermis and gut epithelium (Figure 7). In a similar manner, the products of the five strongly α-amanitin-inducible salivary gland secretion genes *Sgs1*, *Sgs3*, *Sgs5*, *Sgs7*, and *Sgs8* (each >300-fold induced) could perhaps bind to α-amanitin and reduce its uptake in the midgut. Another possibility is that α-amanitin is simply a stress factor that induces these and other genes. After all, α-amanitin blocks messenger RNA transcription in poisoned cells, which is certainly stressful for the organism.

Besides being involved in environmental stress responses, hormone metabolism, and other metabolic functions, some Cytochrome P450, GST, and UGT proteins catalyze detoxification reactions, which transform a broad variety of xenobiotic substances into less toxic molecules that can be more easily excreted from the body [53]–[55]. Cytochrome P450 proteins, which are encoded by *Cyp* genes, are known for their broad range of substrates that they chemically modify. Several *Cyp* genes have been associated with single or multiple toxin resistance in diverse insect species, such as *Cyp6g1* [5], [28], [56]–[58], *Cyp6g2* [32], *Cyp6a2* [18]–[25], *Cyp12a4* [41], and *Cyp12d1* [22], [23], [26]–[32]. Our single gene and gene ontology enrichment analyses identified three of these detoxification-implicated *Cyp* genes, which are more than about 200-fold constitutively up-regulated in Ama-KTT/M/2: *Cyp6a2*, *Cyp12d1-d*, and *Cyp12d1-p* (Table 1). It is thus possible that one or all three of these genes contribute to the resistance to α-amanitin. There is also evidence that *Cyp12d1* is inducible by environmental stress factors, such as heat, oxidative stress, and air pollutants [29]–[31]. Because *Cyp6a2*, *Cyp12d1-d*, and *Cyp12d1-p* are constitutively up-regulated in our double-controlled study, stress is not a likely cause for the up-regulation of these three genes.

Some GST and UGT proteins perform phase II detoxification reactions that make toxic molecules bulkier and more hydrophobic, preparing the toxins for their excretion from the body. Several of these genes have been linked to insecticide resistance [6], [36], [54], [55], [59]–[71], while others are involved in several types of stress responses [34], [35], [45], [54]. Our single gene analysis showed that several *Gst* and *Ugt* genes are constitutively up-regulated in Ama-KTT-M/2 and that both gene families are significantly enriched in our gene ontology enrichment analysis, while their specific domains were identified as significant in the protein domain enrichment analysis. It is thus likely that some of them help detoxifying α-amanitin by making it both bulkier to prevent it from binding to RNA-Polymerase II and more water-soluble to augment its secretion via the Malpighian tubules (Figure 7). It is, however, possible that the α-amanitin-induced genes simply respond to stress caused by the effects of the toxin.

In our gene ontology enrichment analysis, we identified two other interesting mechanisms, which are inducible in response to α-amanitin in the larval food: the possible sequestration of α-amanitin in lipid particles and the cleavage of α-amanitin by peptidases. A group of genes involved in the cellular component ‘lipid particle’ were on average more than 5200-times induced by α-amanitin in the larval food. Natural and artificial lipid particles have been shown to be involved in various detoxification processes in very diverse organisms such as yeast, insects, and humans [50], [51], [72]. We therefore speculate that cytoplasmic lipid particles aggregate around α-amanitin molecules and trap them, thereby preventing the toxin from entering the nucleus, where RNA-Polymerase II performs its function. Furthermore, a variety of peptidase genes were identified in our various data analyses, suggesting that α-amanitin is cleaved either in the gut lumen, in the cells, or perhaps even in the food, if the larvae secrete peptidases from their mouths (Figure 7).

### Implications

Our data does not support the previously held view that an MDR mechanism confers α-amanitin resistance in *D. melanogaster*. In 1982 and 2000, two studies based on QTL mapping suggested that α-amanitin-resistance in four wild-caught *D. melanogaster* stocks is conferred by two major loci on chromosome 3 [14], [15], the more recent of which pointed out *Mdr65* and *Pkc98E* as possible candidates. However, our single gene and genome enrichment analyses identified two α-amanitin-inducible *Cyp* genes, *Cyp316a1* and *Cyp4d8*, which are situated close to the *Mdr65* locus and *Hr96* close to the *Pkc98E* locus. Because Begun and Whitley used QTL mapping, not deletion mapping, the two *Cyp* and the *Hr96* genes could instead be the resistance-conferring genes. Taking all the observations from our study together, we conclude that α-amanitin resistance has evolved as a quantitative complex trait that is based on entry blockage, phase I and II detoxification followed by secretion, peptidase cleavage, and sequestration.

Cross-resistance to a broad variety of toxins could explain how some *Drosophila* species evolved into mushroom-feeding specialists that can use mushroom toxins to their own advantage. For example, various mycophagous *Drosophila* species are frequently infected with parasitic nematodes that render about 20% of the adult flies sterile [11], [73]. Feeding on poisonous mushrooms not only kills the nematode parasites, it also provides a unique food source that is not accessible to many animals. *D. melanogaster* is a non-mycophagous species and should thus not be exposed to α-amanitin in nature. However, as discussed earlier, Cytochrome P450 enzymes can provide cross-resistance to multiple toxins, such as manufactured pesticides and natural xenobiotic products [32], [58]. We speculate that α-amanitin resistance in *D. melanogaster* has evolved in response to agricultural pesticides or other environmental factors, to which the flies were exposed before they were collected in the 1960s. Thus, if unrelated toxins can induce α-amanitin resistance, such a cross-resistance could prime a species to a radical host switch. If *D. melanogaster* females were to change their egg-laying behavior and oviposit on less toxic mushrooms, a niche change could result, followed by selection to feed on more toxic mushrooms. Being a species with such high fecundity, *D. melanogaster* could then even drive rare mycophagous *Drosophila* species out of their niche.

### Limitations

The most obvious limitation of every microarray is that the observations and conclusions are entirely based on mRNA transcription differences. It is thus possible that some important mechanisms escaped detection. Furthermore, many *D. melanogaster* genes are still poorly annotated and their true functions are elusive. We thus excluded the most poorly annotated genes from our analysis. However, in doing so, we might have inadvertently lost some important genes that could contribute to the resistance to α-amanitin. Furthermore, because we used whole larvae in our study, we cannot determine the relative importance that the different tissues play in the resistance to α-amanitin.

Our microarray data analysis did not reveal any gene-regulatory pathways that lead to the resistance to α-amanitin. *Hr96* and *cnc* have been shown to be upstream of detoxification genes [46], [47], [74]. *Hr96* is situated on the right arm of the third chromosome, where the genome enrichment analysis shows a peak in response to α-amanitin. However, the expression levels of both *Hr96* and *cnc* revealed nothing that would lead us to conclude their role in α-amanitin resistance. One reason for this could be that these genes encode transcription factors, which are already present in the cytoplasm to await activation, and we might not expect dramatic differences in their RNA regulation. Another reason could be that our larvae were feeding on α-amanitin from the first instar until they were collected at the late third instar. Thus, we might have missed the critical time period during which the upstream components of the pathway were up-regulated. We also noticed a lack of dramatic *Cyp*, *Gst*, and *Ugt* gene inducibility in response to α-amanitin. 

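Among 152 *Cyp*, *Gst* and *Ugt* genes, 24 were at least 2-fold higher in Ama-KTT/M/2 than in Canton-S on non-toxic food and 10 at least 2-fold higher on α-amanitin than on non-toxic food, and no gene was in both sets, where independent sets would share 1.58 (Fisher's exact test, 2-sided, p = 0.364). Of the 10 genes higher on α-amanitin, 5 were lower than in Canton-S on non-toxic food, *Cyp28d1*, *Cyp316a1*, *Cyp4d2*, *Cyp4d8* and *Cyp6t1* (independent sets would share 1.12, exact test, p = 0.00173). Of 12 genes lower on α-amanitin, 6 were among the 24, namely *Cyp4c3*, *Ugt35C1*, *Ugt36D1*, *Ugt37B1*, *Ugt37C1* and *Ugt49B2* (independent sets would share 1.89, exact test, p = 0.00408). The same opposition was seen over all probe sets: 110 of those higher between the stocks were lower on α-amanitin (independent sets 6.79), 173 of those lower between the stocks were higher on α-amanitin (8.32), and the log2 fold changes of the comparisons had r = -0.62 across probe sets. Both comparisons use the 5 arrays of Ama-KTT/M/2 on non-toxic food, so chance values of these arrays give opposite signs; unchanged groups simulated around them gave r = -0.48 on average (-0.96 to 0.29) and no shared calls. The covariance was -0.17 against -0.01 in the simulation, and -0.16 when separate arrays of that group were used for each comparison.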

In the resistant stock Ama-KTT/M/2, many *Cyp*, *Gst*, and *Ugt* genes were constitutively expressed at higher levels than in Canton-S, while in larvae that were fed on toxic food, a completely different set of *Cyp* and *Gst* genes showed a much weaker induction than we initially expected. This weak gene induction is perhaps not surprising because in a previous microarray study using six different toxins, the detoxification gene families were not much inducible either [75]. It is thus possible that at least for the *Cyp*, *Gst*, and *Ugt* genes, the resistance to α-amanitin is mostly a constitutive trait.

Based on the mapping data from the two previous studies, we expected to find the α-amanitin resistance-conferring genes on chromosome 3 [14], [15]. Because the original Ama-KTT stock is 45 years old, we wanted to make sure that the genes on both major autosomes are homozygous before performing the microarray. One limitation to our approach is that we did not balance the X chromosome when we created the isochromosome stock Ama-KTT/M/2. However, we showed that the Ama-KTT/M/2 stock is not less resistant than original Ama-KTT stock (Figure 1), indicating that most if not all resistance-conferring alleles are present in the isochromosome stock that we used for the microarray. Most genes that we identified as significant are situated on chromosomes 2 and 3 (Tables 1 and 2). However, a few highly expressed genes, like *yellow*, are on the X chromosome. Thus, these X-chromosomal genes could either be the original alleles from Ama-KTT or the alleles from the multi-balancer stock. 

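In the comparison of the stocks on non-toxic food, 7.55% of 9950 genes on chromosomes 2 and 3 were at least 2-fold different, and 4.75% of 1873 genes on the X chromosome (odds ratio 0.611, Fisher's exact test, 2-sided, p = 7.66e-06). On α-amanitin against non-toxic food the shares were 4.22% and 1.92% (odds ratio 0.445, exact test, p = 3.96e-07). By arm, 8.19% of genes were called between the stocks on the left arm of chromosome 3, 7.91% on the right arm of chromosome 2, 7.12% on the left arm of chromosome 2 and 7.06% on the right arm of chromosome 3. On the X chromosome, *CG1304* was at least 91.3-fold higher in Ama-KTT/M/2 (1460.4 ± 169.9, SD, n = 5 pools, against 0.735 ± 1.51, n = 5), *Ser6*, a serine protease gene, 3.08-fold and *Twdlalpha* 4.3-fold higher, and *br*, an ecdysone-induced transcription factor gene, 2.9-fold lower. For *CG1304*, near background in Canton-S, a sequence variant under the probes was not told apart from a difference in expression.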

If they derived from the multi-balancer stock, the regulation of these genes could be explained by epistasis, such that the inducers of the X-chromosomal genes are situated on the two major autosomes, which are derived from the original Ama-KTT stock.

### Future Studies

In order to identify the upstream components of the pathways that lead to the resistance to α-amanitin in the Ama-KTT/M/2 isochromosome stock, future microarray studies should include samples of larvae that have been exposed to α-amanitin for different periods of time. Because first instar larvae are very small, the exposure to α-amanitin should happen during the third larval instar, and samples should be collected at a series of subsequent time points thereafter. This approach should be efficient to detect gene-regulatory differences of the upstream pathway components. Furthermore, it would be interesting to investigate the mechanisms that confer α-amanitin resistance in mycophagous *Drosophila* species, using the RNA sequencing approach. Mycophagous species are several orders of magnitude more resistant to α-amanitin than *D. melanogaster* [11]–[13]. The higher toxin resistance of those species could produce clearer signals for the determination of the factors that make *Drosophila* resistant. After we gain a clearer picture about the candidate genes that might confer α-amanitin resistance in several *Drosophila* species, the next step would be to provide conclusive genetic evidence if the candidate genes are sufficient and necessary for the α-amanitin resistance phenotype. This could be done by transgenically overexpressing the resistance-conferring alleles in either *D. melanogaster* or other sensitive species that are closely related to highly resistant mycophagous species. In *D. melanogaster*, overexpression of candidate genes can be achieved using the Gal4-UAS system with visible effects in different organs such as the gut, fat body, and Malpighian tubules [32], [58]. Such tests can reveal the organs and tissues that contribute to the resistance to α-amanitin. Because toxic mushrooms contain more than one toxin, mycophagous *Drosophila* species must be resistant to a variety of toxins that target different biological processes [12], [76], [77]. Thus, other commercially available mushroom toxins, such as β-amanitin, phalloidin, ibotenic acid, and muscimol should be used to test if cross-resistance or independent mechanisms provide protection against the variety of mushroom toxins that mycophagous larvae encounter in their food source. Another pressing question is where α-amanitin goes once it entered a larva. Is it digested in the gut? Does it enter the cytoplasm of all or just a subset of cells? Radioactive α-amanitin could be a means to answer this question, but the analysis of the data might prove very difficult.

## Conclusions

We suggest that the α-amanitin resistance phenotype in *D. melanogaster*, a species that does not feed on mushrooms in nature, has evolved as cross-resistance to pesticides or other factors in the environment. Entry blockage of α-amanitin into epithelial cells, phase I and II detoxification mediated by Cytochrome P450, GST, and UGT enzymes (likely to be followed by excretion from the body), sequestration of α-amanitin in cytoplasmic lipid particles, and proteolytic cleavage by peptidases are four likely mechanisms to contribute to the resistance phenotype in concert. In contrast, we did not detect any evidence for multidrug resistance efflux systems to be important for the resistance to α-amanitin. Future studies should include a time series of α-amanitin exposure, *Drosophila* species that actually feed on toxic mushrooms in nature, and more mushroom toxins. Candidate genes resulting from these experiments should then undergo sufficiency and necessity tests by transgenic rescue.

## Materials and Methods

### Fly Stocks

All fly stocks were maintained at room temperature on food containing Brewer's yeast, cornmeal, granulated sugar, agar, and methylparaben as antifungal agent. The wild-type stock Canton-S and the multi-balancer stock w[1118]/Dp(1;Y)y[+]; CyO/nub[1] b[1] sna[Sco] lt[1] stw[3]; MKRS/TM6B, Tb[1] were obtained from the Bloomington Stock Center, Bloomington, Indiana (stocks #1 and #3703, respectively). The α-amanitin-resistant Ama-KTT stock (# 14021-0231.07) was originally collected in 1968 in Kenting (Taiwan) and obtained from the Drosophila Species Stock Center at the University of California, San Diego.

### Generation of the Isochromosome Stock Ama-KTT/M/2

Because Ama-KTT was maintained in the absence of selective pressure to toxins in the stock center over the past five decades, the stock could have lost, or become heterozygous for, some of the α-amanitin resistance-causing alleles. In order to create flies homozygous for the resistance-conferring alleles, we crossed the Ama-KTT stock to the multi-balancer stock w[1118]/Dp(1;Y)y[+]; CyO/nub[1] b[1] sna[Sco] lt[1] stw[3]; MKRS/TM6B, Tb[1]. As a result, we created the isochromosome stock Ama-KTT/M/2, which is isogenic for the second and third chromosomes.

### Dose-Response Studies of the Fly Stocks to α-Amanitin

In order to quantify and compare the levels of α-amanitin resistance of the *D. melanogaster* stocks, dose-response experiments were performed, which measured the survival from freshly-hatched first-instar larvae to adulthood. Flies able to completely hatch from their pupae were scored as survivors. The α-amanitin-resistant stocks Ama-KTT and Ama-KTT/M/2 were tested on 11 α-amanitin concentrations, using 0 to 10 μg of α-amanitin per g of food in 1 μg increments. The α-amanitin-sensitive wild-type stocks Canton-S and the multi-balancer stock w[1118]/Dp(1;Y)y[+]; CyO/nub[1] b[1] sna[Sco] lt[1] stw[3]; MKRS/TM6B, Tb[1] were initially tested on five concentrations ranging from 0 to 4 μg of α-amanitin per g of food in 1 μg increments. However, because they survived only the zero-concentration, these stocks were further tested on 0, 0.25, 0.5, 0.75, 0.1, 0.25, and 0.375 μg of α-amanitin per g of food.

In order to obtain first-instar larvae for the dose-response experiments, flies of mixed sexes were allowed to lay eggs on molasses agar caps that contained a streak of fresh Baker's yeast paste at 25°C, 70% humidity, and a 12∶12 hour day/night cycle. The yeast was removed prior to larval hatching. Freshly hatched first-instar larvae were placed in groups of ten into 2-mL plastic test tubes (USA Scientific), each containing 500 mg of non-toxic or poisoned food and two small air holes in the lid. The food consisted of 125 mg dry, instant *Drosophila* medium (Carolina) and 375 μL sterile Milli-Q water with or without dissolved α-amanitin. Ten tubes were prepared for each toxin concentration and experimental replicate, resulting in 100 larvae for each concentration and experiment. Three high-quality dose-response experiments, in which the zero-concentration survival rate was at least 80%, were used to calculate the LC_50_ of each fly stock. The standard deviation of the mean (s.e.m.) was calculated for each concentration by sampling the data points of all 30 vials of every concentration. The LC_50_ was calculated using scatter plots and the logarithmic trendline function in Microsoft Excel.

### Sample Preparation for the Microarray Analysis

In order to compare the constitutive gene-regulatory differences across the entire transcriptome between α-amanitin-sensitive and -resistant stocks, freshly-hatched first-instar larvae of the sensitive Canton-S stock (group 1) and the resistant Ama-KTT/M/2 stock (group 2) were placed in groups of ten into 2-mL plastic test tubes (USA Scientific), containing 500 mg of non-toxic food. To identify the genes that are inducible by α-amanitin, Ama-KTT/M/2 larvae were raised on 1.5 μg of α-amanitin per g of food (group 3), which is slightly lower than the LC_50_ concentration of this stock. All larvae were raised until they reached the late third instar at 25°C, 70% humidity, and a 12∶12 hour day/night cycle. Because not all larvae survived in the tubes and the larvae on α-amanitin-containing food had a slower growth rate, initially 600 first-instar larvae (60 tubes) for each group were started over three subsequent days (20 tubes per group and day). When the majority of larvae reached the late third instar, the tubes were emptied and groups of ten late, but still feeding third-instar larvae were randomly picked from across all tubes and flash-frozen in batches of ten in liquid nitrogen, each batch providing the RNA for one microarray chip. Five biological replicates (ten larvae each) were prepared for groups 1 and 2, whereas group 3 was prepared in six biological replicates (ten larvae each). All samples were collected on the same morning. RNA extraction was performed without delay, using the RNeasy microarray tissue kit (Qiagen), according to the manufacturer's instructions.

### Affymetrix Array Target Preparation, Hybridization, and Scanning

Collection and analysis of data were compliant with MIAME standards [78]. The microarray experiment was performed using the Affymetrix GeneChip Drosophila Genome 2.0 Arrays (Affymetrix, Santa Clara, CA, USA) with biotinylated targets derived from total RNA. Each array contains 18,952 probes that interrogate ∼18500 transcripts of genes present in the transcriptome of *D. melanogaster*. Prior to labeling, total RNA samples were checked for purity and concentration, using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher, Waltham, MA, USA) and for integrity, using RNA 6000 Nano Chips in a BioAnalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). cDNA for hybridization was synthesized and biotin-labeled from 400 ng of total RNA, using a MessageAmp Premier IVT kit (Ambion, Austin, TX, USA) according to the manufacturer's specifications. Biotinylated cDNA was fragmented, then hybridized, washed, and stained using a GeneChip Hybridization, Wash, and Stain Kit (Affymetrix, Santa Clara, CA, USA) according to the manufacturer's specifications. Arrays were post-processed on the AFX 450 Fluidics Station before they were scanned on an AFX GC3000 G7 Scanner (Affymetrix, Austin, TX, USA). Data were extracted from the raw images, using the Affymetrix Expression Console v.1.2 software. The RNA quality check, labeling, hybridization, and imaging procedures were performed according to Affymetrix protocols at the Center for Genomics Research and Biocomputing, University of Wisconsin.

### Microarray Data Normalization

The quality of microarray data sets was first checked by examining the distribution of the Studentized deleted residuals, using a previously described procedure [79], [80], and only high-quality microarray data were used for normalization. Probeset-level normalization was performed with the PLIER (Probe Logarithmic Intensity Error) algorithm with quantile normalization and mismatch intensity adjustment, using the Affymetrix Power Tools software v.1.14.4.1. Probesets were annotated using release 32 of the Affymetrix annotation for the Drosophila 2.0 array platform. The CEL files and summarized (normalized) microarray data resulting from this study have been deposited in the NCBI's Gene Expression Omnibus database at NIH (http://www.ncbi.nlm.nih.gov/geo/) with the accession number of GSE52782.

### Genome Enrichment Analysis

To find genome regions containing more differentially expressed genes than expected by chance, we used the binomial coincidence detection algorithm [81] with modifications specific for this dataset. Because *D. melanogaster* has a smaller genome and shorter regions of genetic linkage than mammalian genomes, we reduced the length of the overlapping bins to 500 kb spaced at 250 kb intervals. In order to reduce the total noise and find the strongest signal, we used only the top 0.01 most differentially expressed genes in the dataset. Briefly, under a null hypothesis of no significant enrichment in a genome region, the probability of finding a significantly differentially expressed gene within each bin will follow a binomial distribution with a probability of any given gene being significantly differentially expressed at no more than 0.01. The algorithm calculates a binomial probability for the empirical quantity of differentially expressed genes within each bin across the entire genome. The decimal log of the inverse of these probabilities is graphed. A decimal log of 2 corresponding to the horizontal line through each graph indicates a probability of a cluster occurring 1 in 100 times under the null hypothesis, the cutoff used for this method. The resulting graphic shows clustering over the whole genome and spikes indicate clusters unlikely to have occurred by chance. This is statistical evidence that a genome region is likely implicated in a gene expression phenotype. The assumptions for the inferential statistics used for this analysis necessitate inclusion of low copy genes as differentially expressed, thus the inferential statistics used to generate the genome enrichment figure were performed in the limma package in Bioconductor v.2.10 [82]. Cytoband visualization is derived from annotation tables of the UCSC dm3 genome, which represents cytobands as alternating light and dark bands.

### Identification of Differentially Expressed Genes (DEGs)

A nonparametric method, RankProd (RP) [83], was used to identify differentially expressed genes (DEGs) between Ama-KTT treated with α-amanitin slightly below the LC_50_ concentration, and untreated Ama-KTT, or Canton-S conditions. We chose RP because it had been implicated to be more accurate for ranking genes by differential expression than t-statistics or derived methods [84]. Kadota *et al.* once evaluated eight DEG ranking methods and concluded that RP is one of the best performing methods [84]. Laing *et al.* indicated RP is one of most efficient method when replicate numbers is less than 10 [85]. In this study, we applied multiple testing corrections to the p-values resulting from RP using Benjamini and Hochberg False Discovery Rate [86] and all genes with corrected p-values (<0.05) were defined as DEGs.

### Gene Ontology Enrichment Analysis

The DEGs identified from each comparison, namely, Ama-KTT/M/2 versus Canton-S and Ama-KTT/M/2 on α-amanitin versus Ama-KTT/M/2 on no toxin, were used as the input for the gene ontology enrichment analysis. We employed an online tool, AmiGO's Term Enrichment, to identify the enriched gene ontologies (http://amigo.geneontology.org/). This tool uses the Perl module GO:TermFinder available at CPAN (http://search.cpan.org/) to identify the enriched gene ontology terms associated with a DEG list, using the hypergeometric probability function. We applied multiple testing corrections to calculate the p-values of all GO terms and then corrected p-values using Benjamini and Hochberg False Discovery Rate [86]. All gene ontology terms with a corrected p-value <0.05 were considered to be significantly enriched.

### Protein Domain Enrichment (PDE) Analysis

Protein domains were analyzed with InterproScan [87]. We first downloaded and installed InterproScan and associated databases to our Linux server and performed the standalone analysis to identify protein domains of all target sequences provided by FlyBase (http://flybase.org/static_pages/docs/datafiles.html). The enrichment of each domain in the differentially expressed gene list was compared to the occurrence of the respective domain in the background of all genomic genes, and two parameters were introduced to show the enrichment of each domain as described in [88]: (1) Enrichment factor, EF = k/(nM/N); and (2) the E_score, which is the hypergeometric probability of identifying at least k domains from DEG list. It is calculated using the following formula: 
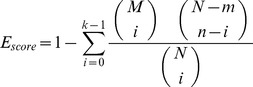

N is the total number of domains associated with all genomic genes, M is total number of a specific domain for all genes in the genome, n is the number of all domains associated with the DEGs, and k is the number of a specific domain present in the DEGs list. We applied multiple testing corrections to the p-values calculated via hypergeometric probability using Benjamini and Hochberg False Discovery Rate (FDR) [86]. The significantly enriched protein domains are those that have a corrected p-value <0.05.

### RT-qPCR Validation of the Microarray Results

Quantitative real-time PCR (qPCR) was performed on ten genes of interest to confirm the results of the microarray analysis. Each gene of interest and biological replicate was repeated three times to ensure the statistical significance of the result. The genes included two *Cyp*, one *Ugt*, and two *Gst* genes that were up-regulated when comparing the resistant group Ama-KTT/M/2 to the control group Canton-S (group 2 versus group 1) and five *Cyp* genes that were up-regulated when comparing Ama-KTT/M/2 on α-amanitin to Ama-KTT/M/2 on no toxin (group 3 versus group 2). Two reference genes, *Scub* and *alpha-tub84B*, were used as controls to normalize the results. These genes were selected because their fold-changes were nearly zero for each comparison. The primer pairs used were a part of the Taqman Gene Expression Assays kit (Applied Biosystems): Dm02361072_s1, Dm01831596_g1, Dm01840671_g1, Dm01830394_g1, Dm01822311_g1, Dm01804633_g1, Dm01799869_s1, Dm02147253_g1, Dm01817955_g1, Dm02152265_s1, Dm01826948_s1, and Dm02374415_g1. The reactions were performed in a StepOnePlus Real-Time PCR System (Applied Biosystems). The High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) was used to reverse transcribe RNA to cDNA in an Eppendorf PCR machine for 96 reactions (Eppendorf, Model 96S). We used REST 2009 to calculate the RT-qPCR p-values.

## Supporting Information

Table S1 Differentially expressed genes (DEGs) between Ama-KTT/M/2 on no toxin versus Canton-S (group 2 versus 1), Ama-KTT/M/2 on toxin versus Canton-S (group 3 versus 1), and Ama-KTT/M/2 on toxin versus Ama-KTT/M/2 on no toxin (group 3 versus 2). This table contains 4209 DEGs that are differentially expressed in at least one of the three comparisons.
(XLSX)

Table S2 Complete single gene analysis for Ama-KTT/M/2 versus Canton-S on no toxin (group 2 versus 1). This table contains well-annotated genes that are at least 2.0-fold constitutively up-regulated in the resistant stock, as compared to the sensitive stock, on no toxin. The p-value cutoff is p<0.05.
(XLSX)

Table S3 Complete single gene analysis for Ama-KTT/M/2 on toxin versus Ama-KTT/M/2 on no toxin (group 3 versus 2). This table contains well-annotated genes that are at least 2.0-fold inducible by feeding larvae of the resistant stock with α-amanitin-containing food, as compared to resistant larvae on no toxin. The p-value cutoff is p<0.05.
(XLSX)

Table S4 Genome enrichment analysis for group 2 versus 1 and group 3 versus 2. This table shows the genes behind the peaks in Figure 3. The peak at band 38B is the only locus that is differentially expressed between Ama-KTT/M/2 and Canton-S on no toxin (group 2 versus group 1). The remaining peaks 66A, 69A, 92A, and 96D show differentially expressed loci in response to α-amanitin treatment (group 3 versus group 2). All p-values are corrected and fold-changes are given for the individual genes. Peaks 66A and 96D are very close to the two QTL mapping peaks identified in previous studies [14], [15].
(XLSX)

Table S5 Comparison of qPCR and microarray fold-induction values. The first five genes were constitutively over-expressed in Ama-KTT/M/2, as Compared to Canton-S (Group 2 versus group 1). The last five genes were induced by α-amanitin in Ama-KTT/M/2, as compared to Ama-KTT/M/2 on no toxin (group 3 versus group 2). The RT-qPCR p-values are uncorrected, while the array p-values are corrected.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

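RNA of whole, late third-instar larvae was measured on Affymetrix Drosophila Genome 2.0 arrays, with 1 array for each pool of 10 larvae, in 3 groups. These were Canton-S on non-toxic food (5 pools), Ama-KTT/M/2 on non-toxic food (5 pools) and Ama-KTT/M/2 on food with 1.5 μg/g α-amanitin (6 pools), all kept at 25°C. The samples were mapped by the labels and the paper, and no column of the table was left unused. The sex of the larvae is not given in the sources used here, and neither is which tube a larva came from, so the p-values measure the spread between pools of each stock. No pair of arrays, out of 120, held identical values.

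The authors extracted the data from the array images with Affymetrix Expression Console 1.2, and made the deposited intensities in Affymetrix Power Tools, with quantile normalization between arrays, adjustment for the mismatch probes and PLIER to summarise each probe set. These deposited intensities are on a linear scale and were not normalized again, except in the alternatives below. The 183 control probe sets were left out, which leaves 18769 of 18952. Names came from the platform's probe table, as updated through the gene table of the Release 6 assembly: 13647 probe sets have 1 gene, 402 have several and 4720 have none named here. A probe set with several genes was not named by 1 of them, and gene-level tests used the brightest probe set of each of 11982 genes. For arrays, the number of pools and the signal over background limit the precision; intensities under 16 were treated as no more than a bound.

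The values were analysed as log2(intensity + 16) with limma 3.58.1 in R 4.3.3, with lmFit and eBayes over all 16 arrays in 3 groups, no covariate and no filter. P-values were adjusted by Benjamini-Hochberg over probe sets within each comparison, and a probe set was called at an adjusted p under 0.05 and at least 2-fold. Genes of a list that were not called are given as not passing the test, also where they missed only the fold limit. The comparisons were Ama-KTT/M/2 with Canton-S on non-toxic food, Ama-KTT/M/2 on α-amanitin with non-toxic food, and Ama-KTT/M/2 on α-amanitin with Canton-S. The 35 gene lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, although the values of the paper's tables had been seen. The lists are thus not independent of these arrays. Table S2 holds 34 of the mitochondrial ribosomal protein and 20 of the ribosome biogenesis genes. Table S3 holds 6 glue and 3 fat body storage protein genes. That rule took every gene that the paper names in its text or in Tables 1, 2, S4 and S5 for a comparison, the 10 probe sets with the largest and the 10 with the smallest log2 fold change among called ones whose groups do not overlap, and up to 4 called members of each list with the largest change, or 2 bright ones where none was called. The text names the genes of the paper and a part of the others that the rule took. Genes of a few windows or small counts that fall outside the rule are named as well and were chosen after their values were seen.

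Lists were tested with limma's fry, which asks whether the genes of a list move on balance one way and does not compare them with other genes. They were also tested with camera, which does compare them, at a preset correlation of 0.01 and at an estimated one. P-values were adjusted over 34 lists. At the preset correlation between the stocks, camera gave adjusted p = 3.90e-22 for mitochondrial ribosomal protein, 1.53e-13 for ribosome biogenesis, 0.224 for *Ugt* and 0.566 for *Gst* genes. The estimated correlations of the ribosomal and biogenesis lists were 0.90 and 0.70. Between the stocks and between the foods, the calls that hold with an estimated correlation are those of the midgut carbohydrase and digestive genes. The male dosage compensation RNAs, meant to show the share of males in a pool, were not analysed here because no probe set was named for them. By their symbols the lists also took *Cyp1* and *Cyp40*, which encode cyclophilins, into the *Cyp* list, *Rbp9*, an RNA-binding protein gene, into the RNA polymerase II list and *Rrp1*, a DNA repair gene, into the ribosome biogenesis list; the lists were left as written and were also run without these genes. Families were tested with Fisher's exact test, 2-sided, on genes at an adjusted p under 0.05 without a fold limit. In place of bins of fixed length on the dm3 build used in the paper, clusters were counted in windows of 50 neighbouring genes every 25 genes, ordered as in the Release 6 assembly, with the top 1% of 11888 genes, a binomial probability of 0.01 and a limit of 2. The protein domain and gene ontology annotations of the paper were not used here. Array and RT-qPCR log2 fold changes were correlated across 10 genes, with a permutation test over pairings; figures were drawn with Python 3.11.15.

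The alternatives were offsets of 1 and 64, a filter on probe sets with a mean of at least 64 in a group, another quantile normalization, centring on the median, eBayes with trend and robust, fits of only the 2 groups compared, the replicate number as a block, array weights, leaving out each array, the most variable probe set per gene, families at 2-fold or more, the top 2% of genes, windows of 100 genes, a rank product test with 100 permutations on ratios of means, which stands in for the RankProd package of the paper, limma's p with ratios of means, and counts of genes or of well-annotated genes. Chosen after seeing the data were the fit without the 2 pools low in glue genes within their groups, Canton-S replicate 4 and replicate 2 of Ama-KTT/M/2 on α-amanitin, the counts without the stage lists, the lists without the 4 genes named above, and the families and gene counts by the rank product. The steps were tested on simulated data of 18769 probe sets. The changes counted below were placed only in genes with a mean intensity of at least 64 over all arrays. Noise was drawn for each probe set on its own. The shares called therefore do not apply to dim genes, and lists of correlated genes were not simulated. Of simulated changes between the stocks, 94.0% were called at 2.5-fold, 98.5% at 4-fold and 98.5% at 8-fold; between the foods 97.0%, 92.5% and 100% were called, and between Ama-KTT/M/2 on α-amanitin and Canton-S 97.7%, 96.9% and 99.2%. Of the lists, fry called 9 in the simulated comparison of the stocks and 13 in that of Ama-KTT/M/2 on α-amanitin with Canton-S, where 1 was planted, and 7 in that of the foods, where none was. The single changed genes were drawn at random from the bright genes and could fall in a list. These calls are therefore not an error rate of fry.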

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

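The test of exposure to α-amanitin was chosen after the result was seen, while those of larval stage and of a wrong label were chosen before. Single pools stood apart from their group in 6 of 105 groups tested by Dixon's criterion, which marks about 1 in 20 groups by chance, or 5.25 here. Among pools of Ama-KTT/M/2 on α-amanitin, replicate 2 had a mean log2 value of 6.37 for the glue genes, where the others had 10.98 to 11.86, of 6.88 for the fat body storage protein genes (others 11.18 to 13.28) and of 4.87 for the late puparial *Eig71E* genes (others 5.46 to 5.75). Among pools of Ama-KTT/M/2 on non-toxic food, replicate 5 stood above the others for the fat body storage protein genes (6.47 against 4.29 to 4.85). Replicate 2 of that group was high for antimicrobial peptide and immune effector genes (7.87 against 6.89 to 7.02) and low for the Turandot stress genes (5.17 against 5.46 to 5.53).

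The glue and fat body genes were low in Ama-KTT/M/2 on non-toxic food, and high on α-amanitin in all pools but replicate 2. A wrong label of that pool is argued against by 150 probe sets that set the other pools on α-amanitin apart from both untreated groups: replicate 2 showed a median share of 0.738 of their difference from Ama-KTT/M/2 on non-toxic food (quartiles 0.336 and 1.01; the other pools 0.974 to 1.00). A later larval stage at collection may account for the pattern: over 7717 genes outside the stage lists, the slope on the glue and fat body index within Canton-S correlated with the change on α-amanitin at r = 0.449, where 5 of 120 orders of the pools gave as high an r (highest other 0.460), and r was 0.327 without the pool lowest in the index. Exposure to the toxin itself cannot be told apart from larval stage: the glue genes of Ama-KTT/M/2 on α-amanitin had a median log2 fold change against Canton-S of 0.356 with all pools and of 1.37 without replicate 2 (fry, adjusted p = 0.0166), so this comparison does not settle it, and Canton-S on α-amanitin was not analysed here.

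Some lists that the paper's text does not discuss held genes that were called. Its Table S2 does name 34 genes for mitochondrial ribosomal proteins and 20 ribosome biogenesis genes. In Ama-KTT/M/2 against Canton-S on non-toxic food, 28 genes for mitochondrial ribosomal proteins and 25 ribosome biogenesis genes were higher. In that comparison 4 antimicrobial peptide and immune effector genes were lower and 2 higher, and 5 midgut carbohydrase and digestive genes were lower. On α-amanitin against non-toxic food, 5 *Tweedle* genes were lower, 4 antimicrobial peptide and immune effector genes were higher and 1 lower, and 2 metallothionein genes, 7 midgut carbohydrase and digestive genes and 2 salivary gland transcription factor genes were higher. Between Ama-KTT/M/2 on α-amanitin and Canton-S, 6 midgut serine protease genes were lower and 1 higher.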

How the results depend on the processing

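The fit without the 2 pools low in glue genes (Canton-S replicate 4 and replicate 2 of Ama-KTT/M/2 on α-amanitin), the counts without the stage lists, the lists without 4 genes of other families and the families by the rank product were chosen after the results were seen. Over all alternatives, 10252 of 10436 values of named genes, 2598 of 2754 of lists, 1316 of 1392 of families and 137 of 140 of windows stayed on their side of the threshold with their direction. Of the others, 136 gene, 98 list, 25 family and 1 window values were no longer past it, and 48, 57, 39 and 2 were newly past it. The causes of the changes below were not tested, apart from the offset, which by construction shrinks the folds of dim genes as it grows. Between the stocks, 613 probe sets were higher and 454 lower; 823 were lower with an offset of 1, 383 higher and 266 lower with one of 64, 721 lower with the rank product, 854 lower with limma's p and ratios of means, and 271 higher and 161 lower among well-annotated genes alone. Between the foods, 344 were higher and 208 lower; 738 were higher with an offset of 1, 195 higher and 138 lower with one of 64, 708 and 385 with the rank product, 809 higher with ratios of means, and 133 and 77 among well-annotated genes. Between Ama-KTT/M/2 on α-amanitin and Canton-S, 288 were higher and 306 lower; 521 were higher with an offset of 1, 179 higher and 189 lower with one of 64, 577 and 520 with the rank product, 540 and 471 with ratios of means, and 114 and 90 among well-annotated genes. In that comparison 9 lists were called higher and 4 lower; 7 were lower after another quantile normalization, 3 higher and 7 lower with each array centred on its median, and 3 higher with only the 2 groups in the fit. Between the foods 5 families were enriched, 1 with the filter on dim probe sets, 1 with array weights and 9 at 2-fold or more, and 3 clusters passed, or 7 with the top 2% of genes. Between the stocks 3 clusters passed, 1 with the filter and 1 in windows of 100 genes, and 4 families were enriched, or 7 by the rank product.

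For families, the direction is whether their genes differed more or less often than the other genes, and not whether expression was higher or lower. This direction reversed for the genes of cytosolic ribosomal proteins, of which 47.1% differed between the stocks after another quantile normalization, 0% at 2-fold or more, and 11.8% between Ama-KTT/M/2 on α-amanitin and Canton-S with median centring. It reversed as well for the families that follow. At 2-fold or more, 0% of the genes for mitochondrial ribosomal proteins differed between the foods and 0% between Ama-KTT/M/2 on α-amanitin and Canton-S, while 20.8% of the *Tweedle* genes differed between the foods. By the rank product, 0% of the genes for cytosolic ribosomal proteins, 29.2% of the *Tweedle* and 30.8% of the *yellow* family genes differed between the stocks, 50.0% of the *Tweedle* genes between the foods, and 17.5% of the cuticle genes and 0% of the genes for mitochondrial ribosomal proteins between Ama-KTT/M/2 on α-amanitin and Canton-S. For lists, the direction is that of expression, and 1 value reversed: with the most variable probe set per gene, the candidate kinase and transcription factor list had a median of -0.11 between the foods.

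With the replicate number as a block (replicate block), 614 and 451 probe sets were higher and lower between the stocks, 335 and 210 between the foods and 276 and 308 between Ama-KTT/M/2 on α-amanitin and Canton-S, 5 clusters passed between the foods and 3 lists were called higher in the last comparison. The numbers do not pair the pools over all groups: the deviations of same-numbered pools correlated at over 0.1 in 5 of 15 pairs (-0.417 to 0.271), and a pool had its own number as best partner in 5. Between the foods, replicates 1, 3 and 4 were among these (r = 0.225, 0.271 and 0.223), so a weak pairing there is left open. Leaving out each array in turn gave 553 to 686 higher and 427 to 476 lower probe sets between the stocks, 292 to 403 and 163 to 262 between the foods, and 271 to 319 and 295 to 313 between Ama-KTT/M/2 on α-amanitin and Canton-S, where 4 lists (without Canton-S replicate 3) to 10 lists (without Canton-S replicate 4) were called higher. Without the 2 pools low in glue genes the counts were 681 and 479, 403 and 240, and 359 and 306; without the stage lists they were 612 and 438, 326 and 208, and 288 and 306; and the lists without the 4 genes kept every call. The share of higher calls moved by no more than 10 percentage points under another scaling. The filter on dim probe sets dropped 8451 and kept 10318, so signal over background limits what can be said of dim genes.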

Differences from the paper's values

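In Table S4 the paper gives a fold change of -1.28 for *klu* on α-amanitin against non-toxic food, where it was 1.17 here, and none of the 27 alternatives set before the data were examined brings it within the paper's value. For *Pi3K68D* the paper gives -1.4, and the value here was 1.46, likewise under none of the 27 alternatives. The paper counts 4209 probe sets that differ in at least 1 of 3 comparisons; 10978 had an adjusted p under 0.05 here, none of the 27 alternatives comes within 1.5 times, and the rank product test, which follows the paper's methods but not its program, gives 2739. In Table 3 the paper counts 2609 genes that differ between the stocks, against 5870 here, and in Table 4 it counts 2642 between the foods, against 4866 here; none of 26 alternatives closes either gap. The rank product was not among those 26; run on genes after seeing the values, it gives 1043 and 1089, which are over 1.5 times below the paper's counts, and of the genes of Tables S2 and S3 named here it takes 154 of 201 and 89 of 114, against 192 and 107 with limma. For the aminopeptidases of family M17 the paper counts 8 genes in Table 4, where the list used here holds 5, all of which differed, so that no alternative could reach the paper's count. The paper finds 1 cluster between the stocks and 3 passed here; with the filter on dim probe sets and in windows of 100 genes, 1 passed.

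Where the paper names genes of Tables 1 and 2, the directions were the same as here. The paper lists *GstD8* and *Cyp49a1* as higher between the stocks, and they did not reach the fold limit here; both are called with an offset of 1 (log2 fold change of *Cyp49a1* 1.06, of *GstD8* 1.07) and with limma's p on ratios of means (1.08 and 1.06), and *GstD8* also with the rank product (1.06). Without Canton-S replicate 4 both are called as well (1.04 and 1.08), as they are without that array and replicate 2 of Ama-KTT/M/2 on α-amanitin, the pools low in glue genes, a choice made after seeing the values (1.04 and 1.08). *Cyp49a1* is also called without replicate 3 (1.03), 4 (1.06) or 5 of Ama-KTT/M/2 on non-toxic food, and *GstD8* without replicate 5 of that group (1.03) and without Canton-S replicate 2 (1.02). The paper lists *Cyp4ac2* and *Cyp313a2* as lower, which were not called here; they are called with an offset of 1, with the rank product and with limma's p on ratios of means, but the means of *Cyp4ac2* lay under 16 in both stocks, so no fold change is given, and *Cyp313a2*, under 16 in Ama-KTT/M/2, was at least 1.55-fold lower. The paper lists *Cyp4d14* as higher on α-amanitin, which did not reach the fold limit here but does with an offset of 1 (1.01), after another quantile normalization (1.03), with limma's p on ratios of means (1.03) and with the replicate block (1.01). It is called as well without replicate 2 (1.09), 3 (1.02) or 6 (1.01) on α-amanitin, without replicate 4 (1.06) or 5 (1.04) on non-toxic food, and without the 2 pools low in glue genes, chosen after seeing the values (1.09). The paper reports enrichment of GST and cuticle protein domains between the stocks and of UGT and major royal jelly protein domains between the foods, and none of these families was enriched here at an adjusted p under 0.05 without a fold limit (19 of 34 *Gst* and 47 of 80 cuticle genes between the stocks, 21 of 35 *Ugt* and 6 of 13 *yellow* family genes between the foods). The *Gst* family passes between the stocks under none of the alternatives, and the cuticle family passes at 2-fold or more (35.0%, adjusted p = 2.49e-12), with the rank product, chosen after seeing the values (36.2%, 1.33e-10), with the replicate block (0.0300) and without replicate 3 (0.0147) or 4 (0.0296) of Ama-KTT/M/2 on non-toxic food. The *Ugt* family passes between the foods at 2-fold or more (adjusted p = 0.00165), with median centring (0.0278), with only the 2 groups in the fit (0.0363), with the replicate block (0.0273), without replicate 1, 2, 4 or 5 on α-amanitin (0.0159 to 0.0495), without replicate 1, 2 or 3 on non-toxic food (0.0180 to 0.0398) and, both chosen after seeing the values, without the 2 pools low in glue genes (0.0188) and with the rank product (7.15e-04). The *yellow* family passes between the foods at 2-fold or more (adjusted p = 0.0274). The paper marks peaks at 38B, 66A, 68A and 92A along the chromosomes, where the windows here scored 1.05, 1.05, 1.05 and 1.86 under a limit of 2, while that at 96D passed. The peak at 92A passed with an offset of 64 (2.80) and in windows of 100 genes. These 4 windows held 3 of 6, 5 of 8, 4 of 6 and 4 of 6 of the genes that the paper lists. They thus cut its peaks and are not a test of the same regions. The paper counts *yellow* among the genes of induced terms, and it was lower on α-amanitin here (log2 fold change -1.16). The paper reports genes of the lipid particle term as changed many-fold on α-amanitin, and none of 17 lipid droplet and storage genes reached 2-fold here; that term was not used here. The paper describes peptidase genes as higher on α-amanitin, from a gene ontology term and from protein domains that were not used here. In the lists used in their place, 3 of 5 aminopeptidase genes were called higher, while of 26 midgut serine protease genes 2 were higher and 2 lower. The *Cyp* family, which the paper reports as enriched in both comparisons, was enriched in both here.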

Other observations

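The tests of larval stage and of sequence variants were chosen before the results were seen, those of the shared arrays and of other splits of the arrays for probe sets and lists after. The counts of called genes in the lists described here were the same when adjusted over the list alone. Digestive genes were low in Ama-KTT/M/2 on non-toxic food. Of 18 midgut carbohydrase and digestive genes, 5 were lower than in Canton-S, none was higher and 13 did not pass the test (median log2 fold change -0.89, adjusted p = 1.21e-09 from limma's fry, adjusted p = 0.0284 with an estimated correlation), and on α-amanitin 7 were higher and none lower (median 0.59, adjusted p = 1.54e-08 from limma's fry, adjusted p = 0.045 with an estimated correlation). The maltase gene *Mal-A8* was 3.36-fold lower between the stocks (16.7 ± 7.47 against 95 ± 28.6, SD, n = 5 pools each, limma) and 6.41-fold higher on α-amanitin, *tobi*, a glycosidase gene, 3.07-fold lower and 2.97-fold higher, and the lipase gene *mag* 3.33-fold lower between the stocks. Of 38 peritrophic matrix, mucin and chitin-binding genes, 4 were higher between the stocks, such as *Muc30E* (at least 9.46-fold) and the chitinase gene *Cht4* (2.46-fold), none was lower and 34 did not pass, and 5 were lower on α-amanitin and none higher (adjusted p = 3.68e-08, or 0.367 as the adjusted p with an estimated correlation between the stocks; adjusted p = 2.86e-08, or 0.264 as the adjusted p with an estimated correlation between the foods). Of 26 midgut serine protease genes, 1 was higher and 5 lower in Ama-KTT/M/2 than in Canton-S (adjusted p = 2.49e-06, or 0.367 as the adjusted p with an estimated correlation), and 1 higher and 6 lower when Ama-KTT/M/2 was on α-amanitin (adjusted p = 5.58e-09, or 0.0774 as the adjusted p with an estimated correlation); *Jon66Cii*, a digestive protease gene, was 8.5-fold lower there (1714 ± 397, n = 6, against 14418 ± 1025, n = 5).

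Immune genes went both ways between the stocks: of 20 antimicrobial peptide and immune effector genes, 2 were higher, 4 lower and 14 did not pass (adjusted p = 7.18e-06, or 0.367 as the adjusted p with an estimated correlation), and on α-amanitin 4 were higher, 1 lower and 15 did not pass (adjusted p = 2.35e-05, or 0.381 as the adjusted p with an estimated correlation). *PGRP-SC2*, a peptidoglycan-degrading enzyme gene, was 4.16-fold higher between the stocks, *LysP*, a lysozyme gene, at least 17.9-fold higher, and *Listericin* 4.82-fold higher on α-amanitin. None of the 5 Turandot genes was called (adjusted p = 0.00576, or 0.423 as the adjusted p with an estimated correlation between the stocks, lost with the filter on dim probe sets, adjusted p = 0.0782; adjusted p = 0.167, or 0.643 as the adjusted p with an estimated correlation between the foods). The metallothionein genes *MtnC* (2.81-fold) and *MtnB* (2.25-fold) were higher on α-amanitin, and of the 4 genes 1 was lower between the stocks (adjusted p = 0.0824, or 0.723 as the adjusted p with an estimated correlation there; adjusted p = 6.63e-04, or 0.457 as the adjusted p with an estimated correlation between the foods). Of 5 salivary gland transcription factor genes, *sage* (4.26-fold) and *sens* (at least 3.7-fold) were higher on α-amanitin and lower between the stocks (adjusted p = 0.115, or 0.637 as the adjusted p with an estimated correlation between the stocks; adjusted p = 2.71e-04, or 0.418 as the adjusted p with an estimated correlation between the foods). Of 18 ecdysone response genes, 1 was lower between the stocks (adjusted p = 0.534, or 0.735 as the adjusted p with an estimated correlation) and 3 were higher on α-amanitin (adjusted p = 0.00563, or 0.536 as the adjusted p with an estimated correlation, lost with median centring, adjusted p = 0.0659), among them *br* (2.68-fold). Of 9 *Eig71E* genes, *Eig71Ee* was at least 131-fold higher on α-amanitin (fitted log2 fold change 7.09 in place of 5.94 without replicate 2) and lower between the stocks (-6.45 in place of -5.78 without Canton-S replicate 4), and the list did not pass (adjusted p = 0.257, or 0.637 as the adjusted p with an estimated correlation; adjusted p = 0.0789, or 0.621 as the adjusted p with an estimated correlation). Without replicate 2 on α-amanitin this list passed in both comparisons (adjusted p = 0.0384 and 0.00534), as it did with the filter on dim probe sets (0.00118 and 7.33e-04); between the foods it also passed without replicate 5 on α-amanitin (0.0237) and with an offset of 64 (0.0469), and between the stocks with only the 2 groups in the fit (0.0273). Of 8 organic anion transporter genes, *Oatp58Db* was 9.24-fold lower between the stocks and the list was lower on balance (median log2 fold change -0.42; its adjusted p was 0.235 with an estimated correlation), and none was called between the foods (adjusted p = 0.016, or 0.621 as the adjusted p with an estimated correlation, lost with median centring, adjusted p = 0.291, and with only the 2 groups in the fit, 0.0604). Of 34 genes for cytosolic ribosomal proteins, none reached 2-fold; 27 were higher without a fold limit between the stocks (adjusted p = 3.80e-05, or 0.499 as the adjusted p with an estimated correlation) and 8 lower on α-amanitin (adjusted p = 0.00565, or 0.536 as the adjusted p with an estimated correlation). Of 7 RNA polymerase II subunit genes, the enzyme that the toxin binds, none reached 2-fold; 6 were higher between the stocks without a fold limit (median 0.60, adjusted p = 2.86e-07, or 0.367 as the adjusted p with an estimated correlation) and 5 lower on α-amanitin (median -0.21, adjusted p = 7.41e-04, or 0.457 as the adjusted p with an estimated correlation).

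The other lists held few called genes. Of 13 hemocyte genes, *NimC1* was 3.28-fold higher between the stocks while the list lay lower (median -0.50, adjusted p = 0.00513, or 0.499 as the adjusted p with an estimated correlation), and *crq* was 2.29-fold higher on α-amanitin (median 0.28, adjusted p = 3.51e-04, or 0.457 as the adjusted p with an estimated correlation). None of 15 muscle genes was called between the stocks (adjusted p = 0.03, or 0.637 as the adjusted p with an estimated correlation) or the foods (adjusted p = 0.00563, or 0.536 as the adjusted p with an estimated correlation), none of 19 imaginal disc genes (adjusted p = 0.0201, or 0.591 as the adjusted p with an estimated correlation; adjusted p = 0.0336, or 0.598 as the adjusted p with an estimated correlation) and none of 13 neuronal genes (adjusted p = 0.34, or 0.987 as the adjusted p with an estimated correlation; adjusted p = 0.133, or 0.621 as the adjusted p with an estimated correlation). Between the stocks, the muscle list did not pass without Canton-S replicate 1, 2 or 4 or without replicate 1 or 2 of Ama-KTT/M/2 on non-toxic food (adjusted p = 0.0556 to 0.0820), and the disc list did not without Canton-S replicate 1 (0.0528) or 2 (0.0696). Between the foods, the disc list did not pass without replicate 1, 2 or 3 on non-toxic food or 4, 5 or 6 on α-amanitin (0.0560 to 0.0708). Of 12 Malpighian tubule genes, the potassium channel gene *Irk2* was 3.92-fold higher between the stocks (adjusted p = 0.0852, or 0.987 as the adjusted p with an estimated correlation; adjusted p = 0.372, or 0.765 as the adjusted p with an estimated correlation between the foods), of 19 oxidative stress defence genes 1 was lower between the stocks, *Prx6c*, and 2 were higher on α-amanitin, among them *Cat* (2.11-fold) (adjusted p = 0.257, or 0.987 as the adjusted p with an estimated correlation; adjusted p = 0.257, or 0.621 as the adjusted p with an estimated correlation), and of 8 heat shock protein genes *Hsp60A* was higher (2.08-fold) and *Hsp68* lower (2.89-fold) between the stocks (adjusted p = 0.38, or 0.987 as the adjusted p with an estimated correlation; adjusted p = 0.295, or 0.643 as the adjusted p with an estimated correlation between the foods, and adjusted p = 0.0275 without replicate 2 on α-amanitin). Between Ama-KTT/M/2 on α-amanitin and Canton-S, 24 of 34 *Gst* genes differed without a fold limit (Fisher's exact test, 2-sided, adjusted p = 1.72e-04) and 2 clusters passed, on the left and right arms of chromosome 3, with scores of 3.84 and 6.16. Canton-S replicate 4 and replicate 2 on α-amanitin, the lowest pools of their groups in glue genes, were also the highest of their groups for the RNA polymerase II subunit genes (mean log2 values 8.80, others 8.61 to 8.72, and 9.13, others 8.86 to 9.07), the metallothionein and the neuronal genes, and the lowest for the midgut carbohydrase and digestive genes (9.25, others 9.29 to 9.48, and 9.12, others 9.22 to 9.44), the ecdysone response genes and the *yellow* family.

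Some probe sets were near background in 1 stock and bright in the other, which sequence variants under the probes of 1 probe set could bring about. Of 51 such probe sets, 36 were higher and 15 lower in Ama-KTT/M/2, and 39 have 1 gene. For 6 of these genes another probe set could be compared, and 2 of 7 such probe sets (28.6%, exact interval 3.67% to 71.0%) differed in the same direction by at least 2-fold, those of *CG4716* and *CG13679*. Under 2-fold, the other probe set of *mthl8* (log2 fold change 0.78, adjusted p = 6.44e-05, limma) and that of *CG34345* (-0.29, adjusted p = 0.0269) differed in the same direction. Those of *smp-30* (0.12, adjusted p = 0.467) and *CG13135* (-0.03, adjusted p = 0.848) and the second of *CG13679* (0.29, adjusted p = 0.413) did not pass the test, and those of *CG34345* and *CG13135* and the second of *CG13679* were dim in all groups. *Cyp6a2* and *Cyp12d1-d* have the same pattern, and the paper's RT-qPCR gave them 1366.85-fold and 339.02-fold higher in Ama-KTT/M/2. For these genes this argues against variants under the probes as the whole cause. For the others, with so few genes compared, a sequence difference and a difference in expression cannot be told apart.

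The log2 fold changes between the stocks and between the foods were opposite (r = -0.62 across probe sets), and both use the 5 arrays of Ama-KTT/M/2 on non-toxic food. Chance values of these arrays are argued against as the whole cause. With separate arrays of that group for each comparison, the covariance was 92.4% of that with all 5. The covariance with all 5 lay -0.161 from the mean of simulated unchanged groups. A larval stage that differs between the groups may contribute (r = 0.449 in the test of stage), and exposure to the toxin was not separable from it.

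The arrays were split 100 times into groups of the same sizes, the real split included. Each split was taken in the direction of the side with the larger share of the first group's pools. Between the stocks, chance can be excluded for the counts of probe sets higher and lower (613 and 454, highest other split 3 and 4, 1 split as large for each). It can be excluded as well for the number of lists called (21, highest other 9, 1) and of families enriched (4, highest other 0, 1). Between the foods it can be excluded for the probe sets (344 higher, highest other 279, 1 split as large, and 208 lower, highest other 121, 1 split as large) and the lists (27, highest other 18, 1 split as large). For the families (5, highest other 5, 2 splits as large), another split gave as many, so chance is made unlikely but is not excluded. The split with 279 higher and 121 lower probe sets put replicate 3 of the larvae on α-amanitin with the 5 pools on non-toxic food, so it kept most of the real grouping, and another with 222 higher ones exchanged replicate 4 on non-toxic food with replicate 2 on α-amanitin. Between Ama-KTT/M/2 on α-amanitin and Canton-S chance can be excluded for the probe sets (288 higher, highest other 233, 1 split as large, and 306 lower, highest other 226, 1 split as large) and the lists (13, highest other 11, 1 split as large). For the families (5, highest other 5, 2 splits as large), it is again unlikely but not excluded. For the lists, the splits concern only the number called and do not show that the genes of any single list moved as a set. In the simulated comparison of the foods, where no list was planted but single genes were changed at random, fry called 7. Lists could hold such genes, so these calls do not give an error rate of fry. For the clusters chance cannot be excluded: 5 splits gave as many as the 3 between the stocks (highest other 4), 7 as many as the 3 between the foods (highest other 5) and 19 as many as the 2 between Ama-KTT/M/2 on α-amanitin and Canton-S (highest other 4).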
